# Quantification of microaerobic growth of *Geobacter sulfurreducens*

**DOI:** 10.1371/journal.pone.0215341

**Published:** 2020-01-16

**Authors:** Christina Elisabeth Anna Engel, David Vorländer, Rebekka Biedendieck, Rainer Krull, Katrin Dohnt

## Abstract

*Geobacter sulfurreducens* was originally considered a strict anaerobe. However, this bacterium was later shown to not only tolerate exposure to oxygen but also to use it as terminal electron acceptor. Research performed has so far only revealed the general ability of *G*. *sulfurreducens* to reduce oxygen, but the oxygen uptake rate has not been quantified yet, nor has evidence been provided as to how the bacterium achieves oxygen reduction. Therefore, microaerobic growth of *G*. *sulfurreducens* was investigated here with better defined operating conditions as previously performed and a transcriptome analysis was performed to elucidate possible metabolic mechanisms important for oxygen reduction in *G*. *sulfurreducens*. The investigations revealed that cell growth with oxygen is possible to the same extent as with fumarate if the maximum specific oxygen uptake rate (sOUR) of 95 mg_O2_ g_CDW_^-1^ h^-1^ is not surpassed. Hereby, the entire amount of introduced oxygen is reduced. When oxygen concentrations are too high, cell growth is completely inhibited and there is no partial oxygen consumption. Transcriptome analysis suggests a menaquinol oxidase to be the enzyme responsible for oxygen reduction. Transcriptome analysis has further revealed three different survival strategies, depending on the oxygen concentration present. When prompted with small amounts of oxygen, *G*. *sulfurreducens* will try to escape the microaerobic area; if oxygen concentrations are higher, cells will focus on rapid and complete oxygen reduction coupled to cell growth; and ultimately cells will form protective layers if a complete reduction becomes impossible. The results presented here have important implications for understanding how *G*. *sulfurreducens* survives exposure to oxygen.

## Introduction

*Geobacter sulfurreducens* is a Gram-negative, rod-shaped δ-proteobacterium found in subsurface environments [1]. It is capable of reducing different forms of Fe(III), Mn(IV), U(VI), elemental sulfur, fumarate and malate [1–3]. Because of its ability to reduce U(VI), the organism is used for bioremediation of contaminated soils or aquifers [4,5]. As carbon and energy source, *G*. *sulfurreducens* utilizes acetate [1]. Other possible electron donors are H_2_ and lactate [6,7]. Unlike most bacteria, *G*. *sulfurreducens* is capable of oxidizing acetate completely to CO_2_ under anaerobic conditions [8].

*G*. *sulfurreducens* was originally reported to be a strict anaerobe [1]. However, it was later shown that this bacterium can grow with oxygen as terminal electron acceptor when 5% of oxygen or less are added to the headspace of cultivation flasks [9]. But this study did not investigate dissolved oxygen concentrations reached in the liquid phase under these conditions [9]. Further, the analysis of the genome of *G*. *sulfurreducens* revealed several enzymes that could be involved in the reduction of oxygen [10]. The expression of many of the corresponding genes is regulated by the RpoS regulon in *G*. *sulfurreducens*, which was shown to be inevitable for cell growth with oxygen [11]. Part of the RpoS regulon are genes for the cytochrome c oxidase, which is thought to be most likely responsible for cell growth with oxygen, but genes for a cytochrome d ubiquinol oxidase and a rubredoxin-oxygen oxidoreductase have also been found to be regulated by RpoS and encode for enzymes that may play a role in oxygen reduction [10,12]. The gene for a cytochrome d ubiquinol oxidase has also been found upregulated in *Geobacter uraniireducens*, a close relative of *G*. *sulfurreducens*, after exposure to oxygen [13]. None of these studies have, however, compared transcriptome levels of wild type cells grown with oxygen as terminal electron acceptor to cells grown under anaerobic conditions.

Further studies have examined the response of *G*. *sulfurreducens* triggered by oxygen exposure, investigating for example the function of hydrogenases or genes involved in the regulation of cell growth [14,15]. But the exact mechanisms of how *G*. *sulfurreducens* deals with oxygen are still mostly subject to speculation. Oxygen intrusion may readily occur in its natural habitats [9] and therefore also in soils or aquifers in which *G*. *sulfurreducens* is used for bioremediation, creating a need to understand the mechanisms of protection against oxygen that this organism possesses. That is why this paper wants to promote research in this area. Understanding how *G*. *sulfurreducens* manages oxidative stress and even performs oxygen reduction has important implications for the further use of this bacterium in bioremediation.

To address the described issues, this study aims to quantify the maximum specific oxygen uptake rate (sOUR) of *G*. *sulfurreducens*. To achieve this, cultivations with altering amounts of oxygen were performed. The cells’ reactions to altering oxygen amounts are investigated by transcriptome analysis. This analysis aims at determining the enzymes responsible for the reduction of oxygen by *G*. *sulfurreducens*, especially in relation to the enzymes already reported to be most likely involved in this process. Thus, the intention of the present work is to enhance the current knowledge of the microaerobic growth of *G*. *sulfurreducens*.

## Results

### Comparison between microaerobic and anaerobic growth

*G*. *sulfurreducens* was cultivated with altering oxygen concentrations and under anaerobic conditions. The corresponding growth curves are depicted in **Fig 1**. An anaerobic cultivation with 40 mM of fumarate provided in access as terminal electron acceptor (40F0%, white squares) was performed to serve as control experiment. Cells grew exponentially in this experiment with a specific growth rate of 0.109 ± 0.015 h^-1^, reaching a maximum cell density of 0.417 ± 0.008 g_CDW_ L^-1^. In a second anaerobic experiment, the amount of fumarate was reduced to 4 mM to create electron acceptor limited conditions (4F0%, white triangles in **Fig 1**). Cell growth was strongly reduced and no longer exponential, but rather linear. A small increase in cell dry weight could still be observed.

**Fig 1:**
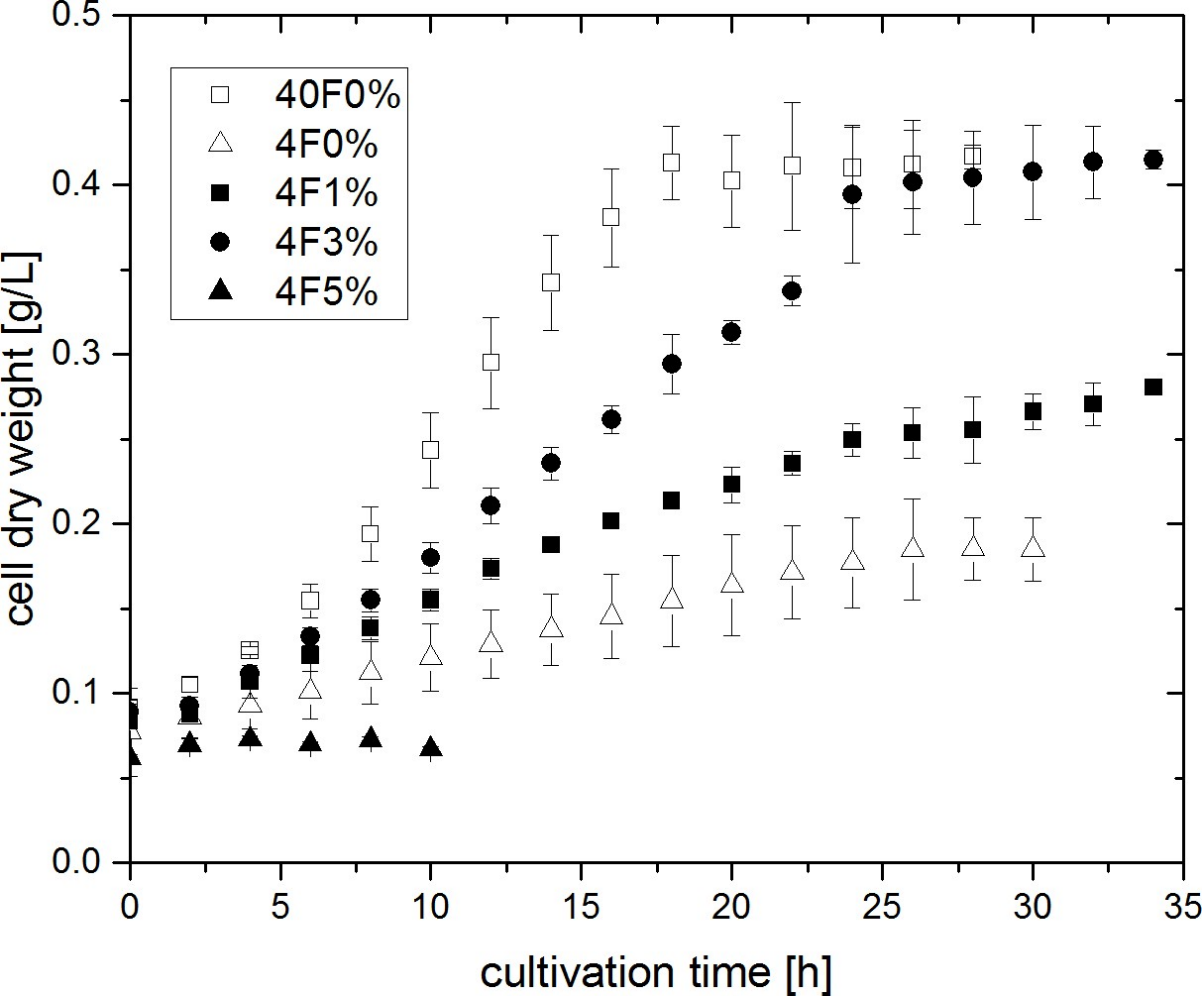
Cell growth of *G*. *sulfurreducens* at 30°C with altering oxygen (between 0 and 5%) and fumarate (4 or 40 mM) concentrations. Error bars indicate standard deviation from biological triplicates.

In the following three microaerobic cultivations, cells were provided with oxygen as an additional and alternative electron acceptor next to 4 mM of fumarate. As it was already shown by Lin et al. that *G*. *sulfurreducens* can only reduce oxygen after cell growth with fumarate [9], microaerobic cultivations were performed with an initial anaerobic adjustment period of 2 h. Afterwards, the gas composition was changed to contain 1, 3 or 5% of oxygen (4F1%, 4F3% and 4F5%, black symbols in **Fig 1**). Linear cell growth could be observed in the cultivations provided with 1 and 3% of oxygen. Hereby biomass increase occured faster compared to experiment 4F0%. Towards the end of experiment 4F3%, there was even the same maximum biomass concentration of 0.415 ± 0.006 g_CDW_ L^-1^ achieved, as was seen in the control experiment with 40 mM of fumarate. The experiment that was performed with 5% of oxygen in the gas inlet did not result in any cell growth.

During cultivations, the dissolved oxygen (DO) concentration within reactors was recorded and the concentration of acetate was determined by HPLC analysis. Exemplary, the biomass and acetate concentration of experiments 40F0% and 4F3% are plotted against the cultivation time in **Fig 2** and **Fig 3**, together with the DO concentration. In experiment 40F0%, DO remained at 0 mg L^-1^, since gassing was carried out with 100% N_2_. In experiment 4F3%, the change in gas composition from pure N_2_ to 3% O_2_ after 2 h could be observed by a short spike in the DO curve. Immediately following this, the DO returned to values close to 0 mg L^-1^. The acetate concentration in experiment 40F0% decreased in an exponential manner concomitant with the increase of the biomass concentration for 18 h. Similarly, a linear increase of the biomass concomitant with a linear decrease of the acetate concentration could be seen in experiment 4F3% from 2 to 24 h of the cultivation. After 18 h respectively 24 h of cultivation, cell growth and acetate consumption both subsided. Around this time, the DO concentration abruptly increased to approximately 1 mg L^-1^ in experiment 4F3%. As this did not happen at the exact same time point in each reactor, the average DO curve shows a very large deviation here.

**Fig 2:**
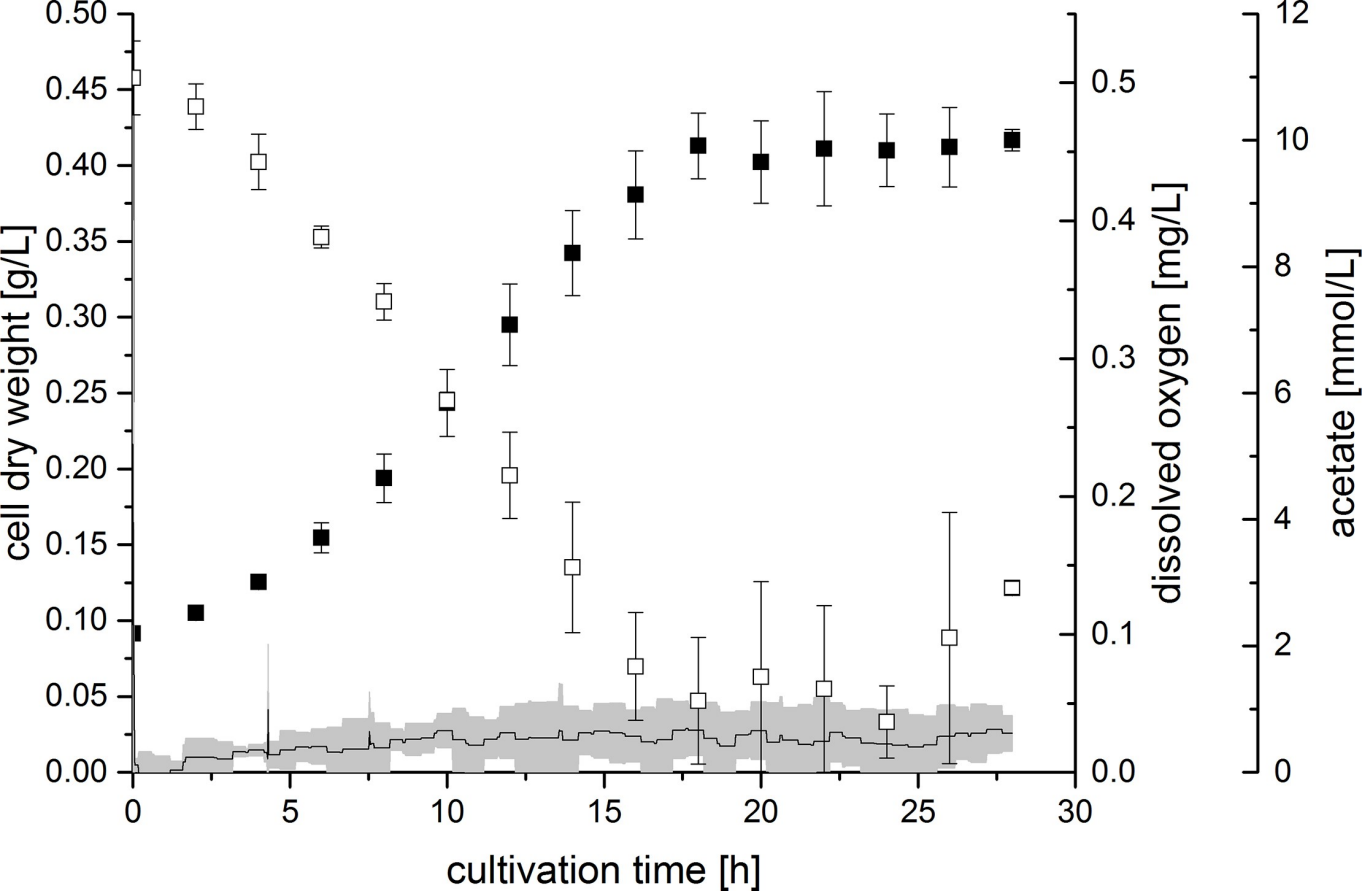
Cell dry weight (filled squares), acetate concentration (open squares) and dissolved oxygen concentration (line) during experiment 40F0% (40 mM fumarate, 0% oxygen). Error bars (acetate and cell dry weight) and grey area (dissolved oxygen) indicate standard deviation of biological triplicates.

**Fig 3:**
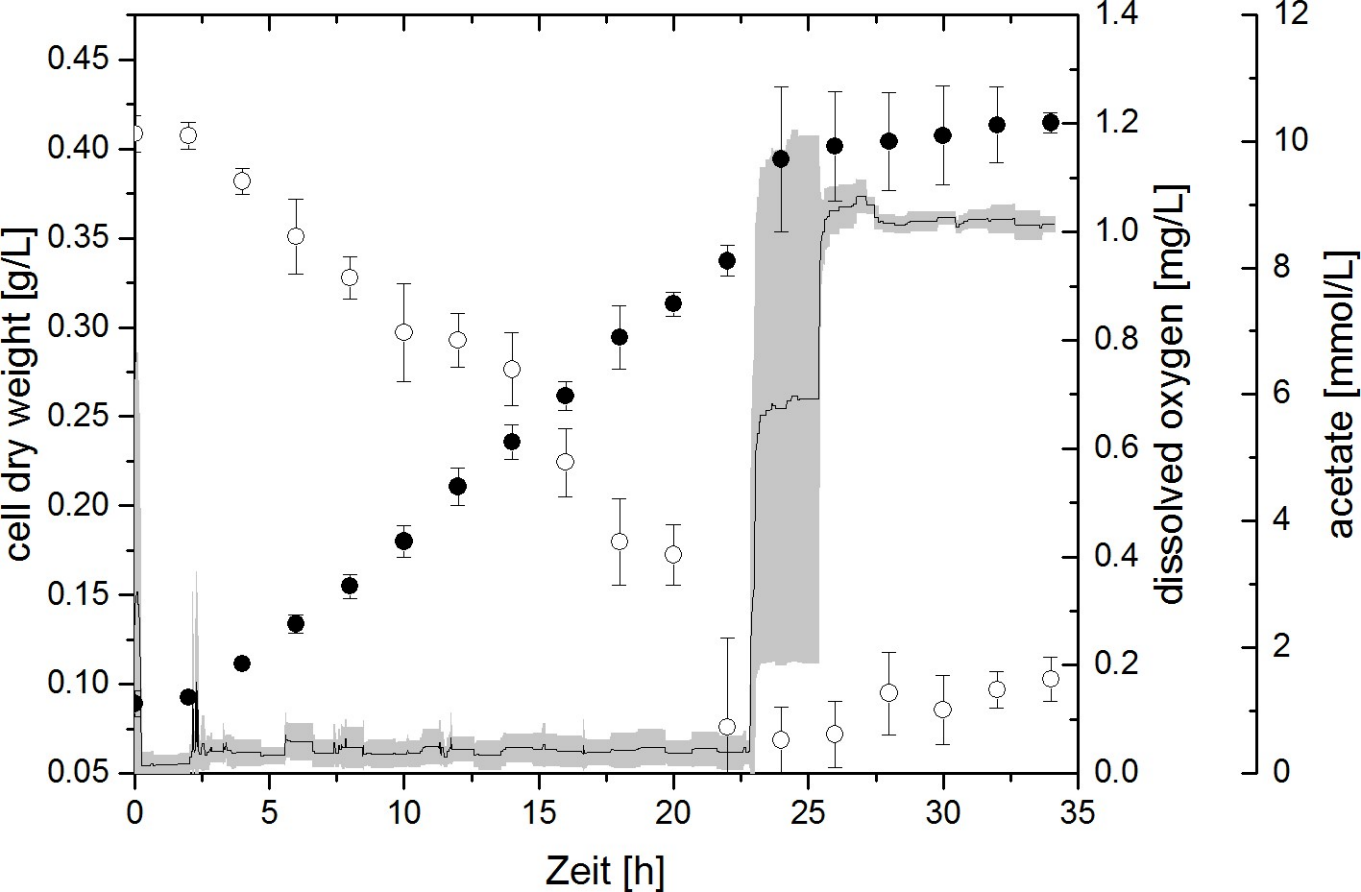
Cell dry weight (filled circles), acetate concentration (open circles) and dissolved oxygen concentration (line) during experiment 4F3% (4 mM fumarate, 3% oxygen). Error bars (acetate and cell dry weight) and grey area (dissolved oxygen) indicate standard deviation of biological triplicates.

In the experiment 4F1%, DO concentrations remained at 0 mg L^-1^ for the entire cultivation time. When 5% of oxygen was provided, however, DO rose to 1.4 mg L^-1^. Acetate was consumed linearly in experiments 4F0% and 4F1%, but there was no significant acetate consumption in experiment 4F5%.

A final microaerobic experiment was performed in which the amount of oxygen in the gas inlet was increased stepwise dependent on the biomass concentration present (4FSI, see **Fig 4**). Like in the other experiments, the DO concentration remained at 0 mg L^-1^ for the entire cell growth time. After cell growth stopped and acetate was depleted completely, DO increased to approximately 3.7 mg L^-1^, which is in accordance with the amount of oxygen in the gas inlet being set to 12.5% towards the end of the growth phase. In contrast to the other microaerobic experiments, the cell growth observed was exponential. The maximum specific growth rate achieved in this way was determined to be 0.124 ± 0.007 h^-1^. Further, a maximum biomass concentration of 0.473 ± 0.018 g_CDW_ L^-1^ was achieved, which is 13% higher than the biomass concentration seen in the anaerobic control (compare **Fig 1**, experiment 40F0%).

**Fig 4:**
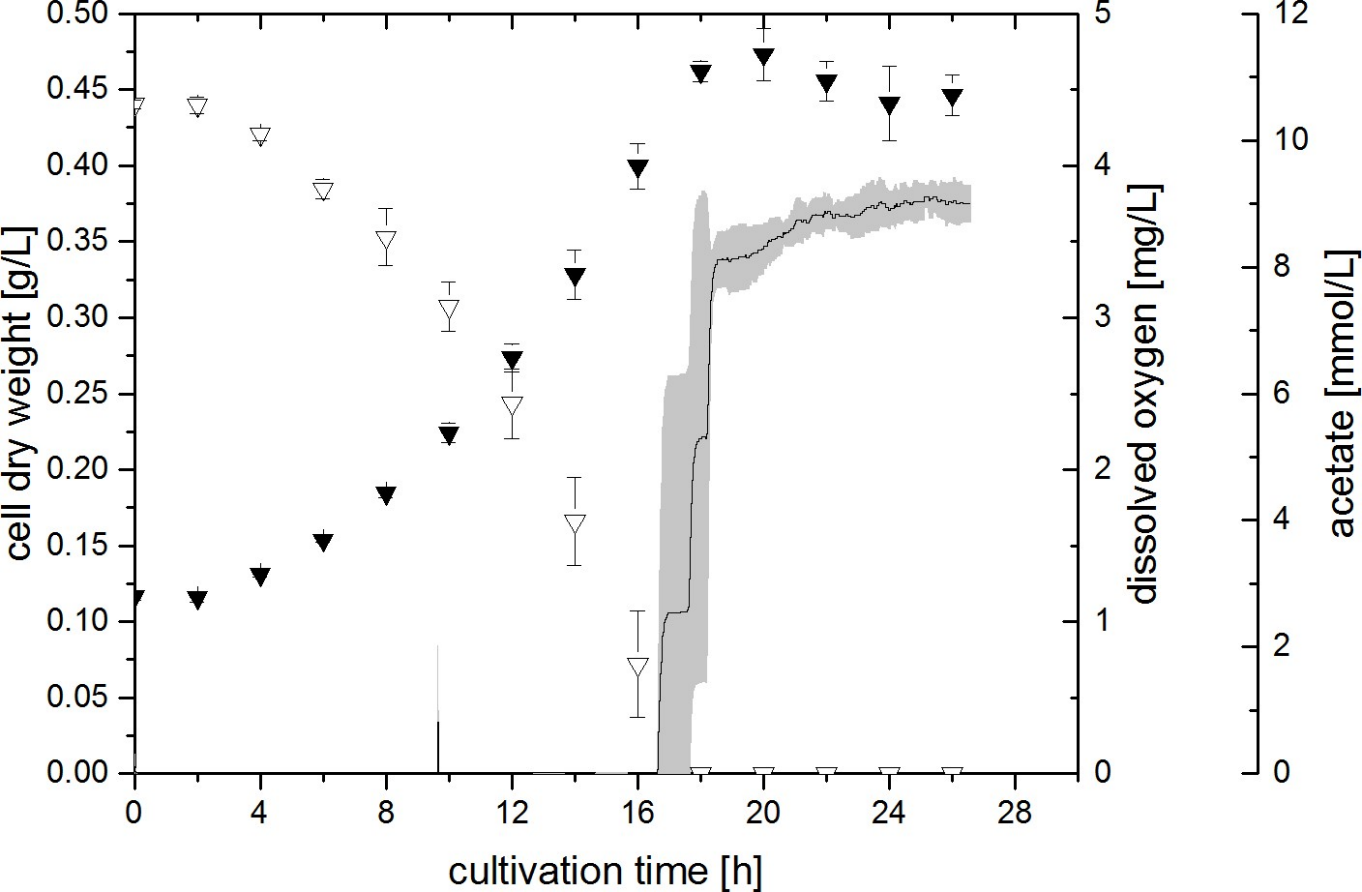
Cell dry weight (filled triangles), acetate concentration (open triangles) and dissolved oxygen concentration (line) during experiment 4FSI (4 mM fumarate, stepwise increasing amount of oxygen). Error bars (acetate and cell dry weight) and grey area (dissolved oxygen) indicate standard deviation of biological triplicates.

### Concentration profiles of succinate, fumarate and pyruvate

Apart from acetate, the concentration of succinate, fumarate, pyruvate and 2-oxoglutarate was also measured during cultivations. 2-oxoglutarate was not found in significant amounts in any experiment.

Concentration profiles of fumarate and succinate of experiments 40F0%, 4F0%, 4F1%, 4F3% and 4FSI are depicted in **Fig 5.** In all experiments a consumption of fumarate and a simultaneous accumulation of succinate could be observed at first. In the case of the experiments 4F0% and 4F1%, this trend was continued until the fumarate concentration reached levels close to 0 mM (approximately after 20 h of cultivation). After that time, there was no further change in concentration levels of either substance. Contrary to this, succinate concentration was decreasing again after 24 h and 10 h in the experiments 4F3% and 4FSI, respectively. There was also a corresponding slight increase in fumarate in these experiments, although this increase was not as pronounced as the degradation of succinate.

**Fig 5:**
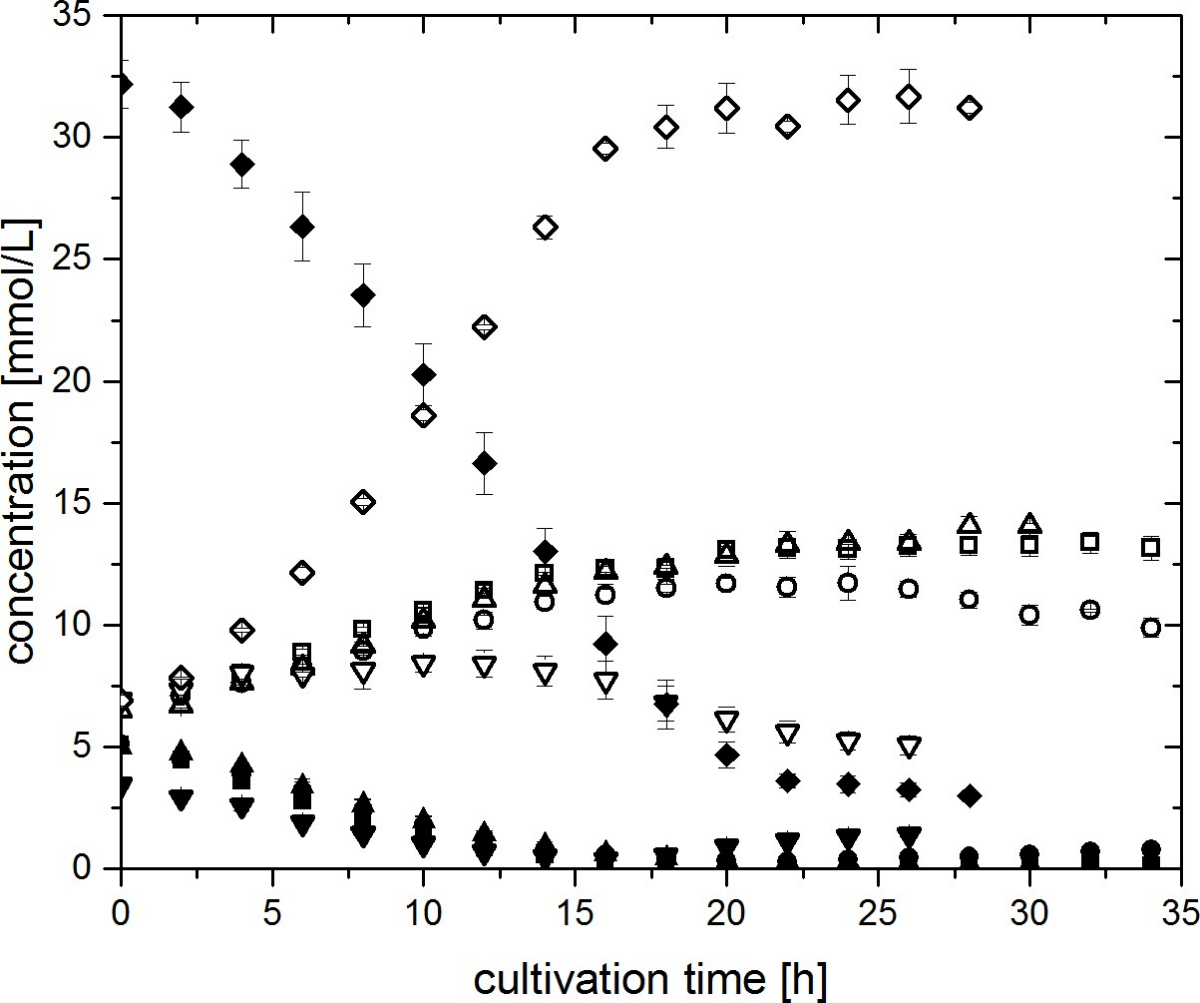
Concentration profiles of fumarate (closed symbols) and succinate (open symbols) during experiments 40F0% (40 mM fumarate, 0% oxygen, diamonds) 4F0% (4 mM fumarate, 0% oxygen, up-pointing triangles), 4F1% (4 mM fumarate, 1% oxygen, squares), 4F3% (4 mM fumarate, 3% oxygen, circles) and 4FSI (4 mM fumarate, stepwise increasing oxygen amount, down-pointing triangles). Error bars indicate standard deviation of biological triplicates.

The concentration profile of pyruvate can be seen in the supplementary material in **S1 Fig** for all cultivations. Three different trends were observed. Pyruvate was present at concentrations below 0.4 mM from the preculture used for inoculation. In cultivations 4F0% and 4F1%, pyruvate did not accumulate, but was rather degraded to 0.1 mM. However, in experiments 4F3% and 4FSI, there appeared to be an accumulation of pyruvate in the medium as long as the sOUR was high. In the case of experiment 4FSI, a final pyruvate concentration of 0.73 mM is obtained (**S1A Fig**). In experiment 40F0%, pyruvate concentration increased to 3.3 mM (**S1B Fig**).

### Transcriptome analysis

To investigate the potential mechanisms of *G*. *sulfurreducens* for dealing with oxygen, a microarray transcriptome analysis of the cultivations 4F1%, 4F3% and 4F5% was performed, comparing the transcription levels of these experiments with the cultivation 40F0%. 

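Transcription was measured on 12 custom Agilent arrays, 4 for each of the experiments 4F1%, 4F3% and 4F5%. On each array, labelled RNA of a culture with 4 mM of fumarate and 1%, 3% or 5% of oxygen was hybridized together with RNA of a culture of experiment 40F0%, which had 40 mM of fumarate and no oxygen. Every spot therefore gives a ratio between a microaerobic and an anaerobic culture, and the ratios include the difference in fumarate as well as that in oxygen. The time of sampling also differed, being 20 h for 4F1% and 10 h for 4F5%, while an OD_600_ of 0.4 was aimed for otherwise. By the sample descriptions, the microaerobic culture carried Cy3 and the control Cy5 on arrays 1 to 3 of each experiment, and array 4 was the dye swap. The methods section gives Cy3 to 4F0%, 4F1% and 4F3%; no array of a 4F0% culture was analysed here. The text does not state which of the 3 cultures the dye swap repeats, so array 4 was averaged with array 1, 2 or 3 in turn and n is 3 cultures per experiment. The number of arrays limits the precision, and for weak signals the signal over background does. The 4F3% arrays shared slide 1 and were scanned together, and those of 4F1% and 4F5% shared slide 2, so that an effect of the slide and an effect of the 4F3% cultures cannot be told apart. Between 84.3% and 96.2% of the spots for genes were well above background in Cy3. In Cy5 the median share was 92.3% for 4F3%, 87.6% for 4F5% and 68.0% for 4F1%. The 4F1% arrays had a strip at one edge in which Cy5 was dim, the dye swap included, whichever RNA carried Cy5. Outside the strip the share on these arrays was 71.3% to 72.7%. The strip covered 12, 14, 19 and 22 rows of spots on arrays 1 to 4, and median Cy5 signals inside it were 114.9 to 261.3 against Cy3 medians of 1407 to 1670. The other 8 arrays had no such strip. The authors state Loess normalization, and their processed log2 ratios of Cy3 to Cy5 accompany the scanner output. Here the scanner output was used: mean signals were corrected with normexp (offset 50) and loess normalized within each array, control spots and spots with outlier flags (0 to 28 per array) were left out, and a gene's value was the median over its probes. Each experiment was tested with limma against a log2 ratio of 0, with the largest p of the 3 fits and Benjamini-Hochberg adjustment over 3403 genes. Differentially expressed here means an absolute log2 fold change above 1 and an adjusted p below 0.05. The SD is the largest of the 3 pairings of the dye swap.

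**Figure D1:**
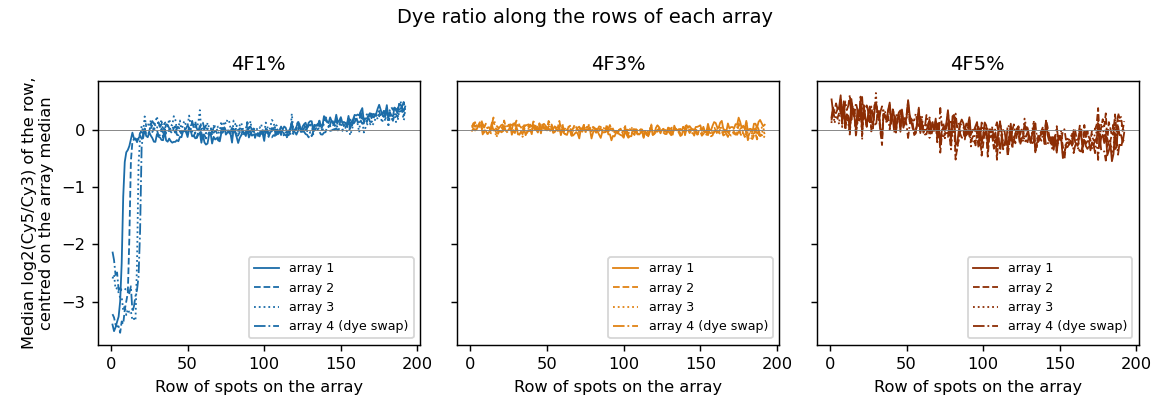
Median centred log2 ratio of Cy5 to Cy3 signal (y axis) in each row of spots (x axis) of the 12 arrays, a line per array and a panel per experiment. In the outermost 12 to 22 rows of the 4F1% arrays the ratio drops, to a median of -2.59 over the strip of the dye swap and lower on arrays 1 to 3; the other 8 arrays show no such drop.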

The expression of 19, 85 and 558 genes was upregulated while the expression of 1, 33 and 483 genes was downregulated, respectively (mean |logFC| ≥ 1). 

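By limma, 73 genes were expressed at higher and 36 at lower levels in experiment 4F1%, 20 and 4 in experiment 4F3%, and 712 and 758 in experiment 4F5%, out of the 3403 genes tested. The sign was the same on all 4 arrays for 108 of the 109 genes of 4F1%, for the 24 of 4F3% and for 1469 of the 1470 of 4F5%. Some probe of the gene had the opposite sign for 5 of the 109 genes and for 31 of the 1470, and for 0 of the 24. Under a rule of at least 1 on the log2 scale either way with no p, 128 genes were higher and 56 lower in 4F1%, 22 and 4 in 4F3%, and 712 and 758 in 4F5%. The count of 4F1% moved most: with the mean over a gene's probes in place of the median, limma gave 0 genes, with 214 at an unadjusted p. In a single fit over the 12 arrays it was 174, and 177 with arrays paired by replicate number, a replicate block. Without replicate 1 it was 0 (146 at an unadjusted p), without replicate 2 it was 7, without replicate 3 it was 16 and without replicate 4, the dye swap, it was 216. Without replicate 1, 2 or 3 fewer than 3 cultures were left in some of the fits, which lowers the power. Without replicate 4 all 3 cultures stayed. With each array left out in turn, the counts stayed between 18 and 27 in 4F3% and between 1445 and 1476 in 4F5%.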

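Of the 28 genes listed with fold changes in Table 1, 8 were differentially expressed in experiment 4F1%, every one at higher levels. In experiment 4F5%, 7 were expressed at higher levels and 9 at lower levels, and 12 were not differentially expressed. In experiment 4F3% limma gave 0 of the 28, and 1, GSU1641, passed at an unadjusted p. The log2 fold changes of the 28 genes ranged from -0.58 (GSU1470) to 2.01 (GSU2036) in 4F1%, from -0.13 (GSU1835) to 1.44 (GSU1641) in 4F3%, and from -5.79 (GSU1467) to 2.82 (GSU0036) in 4F5%.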

A selection of genes differently expressed can be found in **Table 1**. Data for all genes and experiments can be found in the supporting information in **S1 Table** (for experiment 4F1%), **S2 Table** (for experiment 4F3%) and **S3 Table** (for experiment 4F5%). Of the genes corresponding to enzymes involved in oxygen reduction, only GSU1641 was found to be expressed at higher levels in experiments 4F1% and 4F3%. This gene encodes for the catalytic subunit of the cytochrome bd menaquinol oxidase. 

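GSU1641, listed as cydB, had an SD of 1.16 (n = 3 cultures) around a log2 fold change of 1.20 in experiment 4F1% (limma, adjusted p = 0.144, unadjusted p = 0.0514). In experiment 4F3% the SD was 1.39 (n = 3; adjusted p = 0.0915, unadjusted p = 0.0208). In both experiments it was higher on 3 of 4 arrays, so the size passed 1 while the adjusted p did not pass 0.05. The array of replicate 2 decides this value. Without replicate 2 the log2 fold change was 2.12 in 4F3% (adjusted p = 0.00304), which is differentially expressed, and 1.72 in 4F1% (adjusted p = 0.0918), which is not. With the arrays paired by replicate number (replicate block) the adjusted p was 0.0174 in 4F1% and 0.0397 in 4F3%. The paired test leaves out the spread between the control cultures.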

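Of the 11 type IV pili genes GSU2029 to GSU2039, 9 were differentially expressed in experiment 4F1%, each at higher levels on all 4 arrays (also 9 adjusted over the list alone). In experiment 4F3%, limma gave 0 of 11, and 0 at an unadjusted p under the same size limit of 1 on the log2 scale. In experiment 4F5%, 5 of 11 were differentially expressed, at lower levels (5 adjusted over the list alone). The count in 4F1% rests on all 3 cultures. Without replicate 1, 2 or 3 limma gave 0 of 11, while 7, 9 and 9 genes passed at an unadjusted p. Fewer than 3 cultures were then left in some of the fits, so lost power may account for this.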

A number of type IV pili genes were expressed at higher levels in experiment 4F1%, but not in the others. Genes encoding for enzymes from the central carbon and energy metabolism were mainly not expressed differentially in experiment 4F1% and 4F3%, but the transcription of many of them was downregulated in experiment 4F5%. 

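In experiment 4F1%, limma gave 0 of the 7 ATP synthase genes GSU0108 to GSU0114 (0 at an unadjusted p), 0 of the 14 NADH dehydrogenase genes GSU0338 to GSU0351 (2 at an unadjusted p, and 2 adjusted over the list alone) and 0 of 15 TCA cycle genes (0 at an unadjusted p). In a single fit over the 12 arrays, 2 NADH dehydrogenase genes were differentially expressed at lower levels, GSU0344 (adjusted p = 0.00395) and GSU0349 (adjusted p = 0.00240), which were named after their values were seen. The same 2 genes passed with the replicate block (adjusted p = 0.00447 and 0.00272), a dye term, the 4 arrays as 4 replicates, the authors' processed values and only probes well above background. Without replicate 4 they passed as well, and GSU0342 was differentially expressed at higher levels (1.15, adjusted p = 0.0459). The median log2 fold change was -0.66 ± 0.40 (SD, n = 3 cultures) for the ATP synthase, -0.75 ± 0.68 for the NADH dehydrogenase and -0.04 ± 0.20 for the TCA cycle. Among the NADH dehydrogenase genes, GSU0342 was the exception with 0.51 ± 1.63, and some of its spots lay in the edge strip of dim Cy5. With the strip left out, an alternative chosen after seeing the data, it was -0.80. Of 11 genes of glycolysis/gluconeogenesis, 1 was expressed at lower levels in 4F1%, GSU0580 (ppdK), with a log2 fold change of -1.65 ± 0.77 (adjusted p = 0.0477). Without replicate 1, 2 or 3 its adjusted p was 0.154, 0.0918 and 0.122. The TCA cycle and glycolysis/gluconeogenesis lists hold only genes named in the part of the supplementary tables that was read, up to GSU2098.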

Genes corresponding for enyzmes involved in biofilm formation and encapsulation were expressed at higher levels in experiment 4F5%.

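The 6 genes that the paper discusses with biofilm formation and encapsulation (GSU0036, GSU0078, GSU1239, GSU1835, GSU2828 and GSU3356) were all differentially expressed at higher levels in experiment 4F5%, with a median log2 fold change of 1.94. In experiments 4F1% and 4F3% limma gave 0 of the 6, and 0 at an unadjusted p. Their median log2 fold changes there were 0.07 and 0.05. With a dye term in the fit, GSU1239 was no longer differentially expressed in 4F5% (adjusted p = 0.0625), and the other genes of the 6 were.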

**Table 1:** Selected genes expressed differently under microaerobic conditions. Differentially expressed genes with p-value >0.05 and >0.1 are marked * and ** respectively. 1%, 3% and 5% refer to experiments 4F1%, 4F3% and 4F5% respectively, + = higher expression,— = lower expression, e = not differently expressed, FC–Fold change.

Locus tag	Protein name		+/- 1%	+/- 3%	+/- 5%	log_2_ FC 1%	log_2_ FC 3%	log_2_ FC 5%
GSU1641	Catalytic subunit II	Cytochrome bd menaquinol oxidase	**+**	**+**	**e**	1.18*	1.12	0.63
GSU1640	Subunit I		**e**	**e**	**e**	0.28	0.44	-1.07
GSU0219	Cytochrome c oxidase		**e**	**e**	**e**	0.6	0.05	0.61
GSU0220			**e**	**e**	**e**	0.39	0.13	-0.42
GSU0221			**e**	**e**	**e**	0.61	0.12	-0.19
GSU0222			**e**	**e**	**e**	0.34	0.07	-0.5
GSU3294	Rubredoxin:oxygen oxidoreductase		**e**	**e**	**e**	0.42	0.68	0.07
GSU0720	Desulfoferrodoxin		**e**	**e**	**+**	0.14	0.32	1.53
GSU2029	PilP	Type IV pili	**(+)**	**e**	**-**	0.88	0.58	-1.33
GSU2030	PilO		**(+)**	**e**	**-**	0.99	0.61	-1.11
GSU2031	PilN		**(+)**	**e**	**(-)**	0.87	0.52	-0.84
GSU2032	PilM		**+**	**e**	**e**	1.21**	0.61	-0.66
GSU2034	PilX-2		**+**	**e**	**e**	1.53	0.69	-0.5
GSU2035	PilW-2		**+**	**e**	**e**	1.59	0.72	-0.37
GSU2036	PilV-2		**+**	**e**	**-**	1.93	0.79	-1.59
GSU2037	FimU		**+**	**e**	**-**	1.76	0.71	-1.22
GSU2038	PilY1-2		**+**	**(+)**	**e**	1.73	0.88	-0.38
GSU2039	PilL		**+**	**e**	**e**	1.41	0.7	-0.32
GSU0036	Poly-γ-glutamate capsule biosynthesis protein		**e**	**e**	**+**	0.03	0.12	2.2
GSU1835	Glutamine synthetase		**e**	**e**	**+**	-0.27	-0.11	1.14
GSU1239	Glutamate synthase		**e**	**e**	**+**	-0.57	0.46	1.83
GSU1467	2-oxoglutarate ferredoxin oxidoreductase		**e**	**e**	**-**	-0.62	-0.08	-5.71
GSU1468			**e**	**e**	**-**	-0.38	-0.01	-4.69
GSU1469			**e**	**e**	**-**	-0.56	-0.1	-4.82
GSU1470			**e**	**e**	**-**	-0.56	-0.06	-4.79
GSU3356	Diguanylate cyclase		**e**	**e**	**+**	-0.04	-0.03	2.02
GSU2828			**e**	**e**	**+**	0.24	0.27	1.14
GSU0078	PilZ domain containing protein		**e**	**e**	**+**	0.08	0	1.31

## Discussion

### Comparison of microaerobic and anaerobic growth

*G*. *sulfurreducens* was cultivated under microaerobic and anaerobic conditions in a bioreactor system. Cell growth could be observed in both the strictly anaerobic as well as the microaerobic cultivations. Under electron acceptor limiting conditions (experiments 4F0%, 4F1% and 4F3%), cell growth deviated from exponential growth and behaved linear. The increase in cell dry weight (CDW) occurred faster when oxygen was provided in comparison to the anaerobic experiment 4F0%. Also, when comparing experiments 4F1% and 4F3% directly, it becomes apparent that a higher oxygen feed also resulted in faster growth of the bacteria. The maximum biomass concentration achieved in experiment 4F3% was the same as in the anaerobic control experiment 40F0%. Thus, oxygen is clearly a suitable electron acceptor for *G*. *sulfurreducens*, enabling cell growth on acetate to the same extent as with fumarate.

In all successful microaerobic cultivations, the DO concentration was around 0 mg L^-1^ during the time of cell growth and acetate consumption. There was only cysteine as oxygen capturing chemical species present in the cultivation medium, but due to the overnight equilibration of reactors at aerobic conditions, cysteine should already be completely reduced. This suggests that *G*. *sulfurreducens* used oxygen as terminal electron acceptor. As oxygen was fed continuously at the same concentration and was consumed completely, this compound was limiting for cell growth, which explains the resulting linear increase of the biomass concentration and the respective linear decrease of acetate.

The rise in DO after about 24 h in experiment 4F3% was in accordance with the stop of bacterial growth and the ceasing acetate consumption. After acetate was depleted, cell growth could no longer be sustained due to lack of another carbon and energy source. Likewise, no electrons were available to be transferred to oxygen. The maximum DO concentration when gassing with 3% of oxygen was determined to be 0.93 mg L^-1^. The actually measured DO concentration after cell growth subsided was approximately 1 mg L^-1^ and was thus quite close to the expected maximum. Thus, as a result of acetate depletion, the entire amount of oxygen remained solved in the cultivation medium.

When 5% of oxygen was fed in the gas inlet no cell growth was observed and the DO concentration rose to the expected maximum DO, indicating that there was no, not even a partial, oxygen reduction. This suggests there is a limit of oxygen manageable by the cells, which must be in the range between 3 to 5% of oxygen in the gas inlet. When this limit is exceeded, oxygen is not consumed by the cells at all and cell growth is inhibited entirely. The growth with oxygen can thus be described as an “all-or-nothing” state for *G*. *sulfurreducens*.

The use of oxygen as terminal electron acceptor by *G*. *sulfurreducens* was already described previously by Lin et al., who observed the consumption of oxygen and acetate in cultivations initially grown anaerobically with fumarate as electron acceptor [9]. They observed a similar dependency of the ability of oxygen reduction by *G*. *sulfurreducens* on the provided oxygen concentration. Consumption of oxygen and cell growth were only achieved when 5 or 10% of oxygen were added to the headspace of culture flasks, but not at higher concentrations [9]. These authors only measured oxygen in the head space of culture flasks and did not provide information on DO concentrations. Thus, only a qualitative comparison of Lin et al. with the results presented in this study is possible.

The capability of *G*. *sulfurreducens* to deplete oxygen is likely dependent on the amount of cells present. Therefore, an experiment was conducted in which the oxygen concentration was continually raised depending on the biomass concentration. The maximum sOUR was calculated as described in the materials and methods section to be 95 mg_O2_ g_CDW_^-1^ h^-1^. The sOUR was kept at this level throughout experiment 4FSI by a stepwise increase of the gas inlet oxygen concentration dependent on the observed CDW at each time of sampling. In this way, a final gas inlet concentration of 12.5% of oxygen was achieved, which is 2.5 times higher than the here beforehand determined growth inhibiting oxygen concentration of 5% in the gas inlet. This clearly demonstrates that the amount of oxygen usable by *G*. *sulfurreducens* is dependent on the amount of biomass. This result is novel to the study of Lin et al., who just showed a continuous cell growth on oxygen and acetate, when 5% of oxygen was repeatedly provided in the head space of cultivations [9].

The maximum specific growth rate achieved in experiment 4FSI was determined to be 0.124 ± 0.007 h^-1^, which is in the same range as the specific growth rate determined for the anaerobic conditions with excess of fumarate to be 0.109 ± 0.015 h^-1^. This result further illustrates the suitability of oxygen as a terminal electron acceptor for *G*. *sulfurreducens*. The achieved maximum CDW after 20 h of cultivation is 13% higher in this experiment than in the anaerobic control experiment (40F0%). Therefore, oxygen seems to affect the cells in a way that allows for a more efficient substrate utilisation, which will be further discussed in the next section.

### Concentration profiles of selected organic acids and implications for metabolism

The concentrations of acetate, succinate, fumarate and pyruvate were determined during cultivations. Their concentration profiles can give insight into the metabolism of *G*. *sulfurreducens* under anaerobic and microaerobic conditions.

Acetate was consumed in all cultivations for biomass and energy production. The only mechanism for ATP generation in *G*. *sulfurreducens* is by electron transport phosphorylation [16,17]. Hereby, the greater potential energy arising from the high redox potential of oxygen (815 mV) [18] compared to the redox couple fumarate/succinate (30 mV) [19] could allow for a more efficient acetate utilisation of *G*. *sulfurreducens* when grown under microaerobic conditions. To investigate this further, the biomass yield coefficient for acetate as substrate (*Y*_*X/S*_) was calculated from the linear slope of the biomass concentration plotted against the acetate concentration during the growth phase of each experiment. *Y*_*X/S*_ was at 0.552 ± 0.014 g_CDW_ g_S_^-1^ under anaerobic conditions (40F0%) and was similar for all cultivations except 4F1%, which yielded a slightly higher value of 0.63 ± 0.06 g_CDW_ g_S_^-1^. This indicates that the use of oxygen as electron acceptor might indeed enable the cells to utilise acetate more efficiently, however only if the sOUR is low. Since no cell growth and oxygen reduction could be observed in experiment 4F5%, not even a partial reduction, the priority for *G*. *sulfurreducens* when confronted with oxygen will apparently be to annihilate all oxygen, independent of the potential energetic benefits. This might explain why *Y*_*X/S*_ returns to 0.55 g_CDW_ g_S_^-1^, when higher concentrations of oxygen are provided. Similarly, Lin et al. also determined the same biomass yield per mole of acetate with either fumarate or oxygen as electron acceptor [9]. It may be that the amount of oxygen in the headspace of 5% or 10% provided by these authors [9] was already too high to allow for an investigation of the increased *Y*_*X/S*_ that was observed in this study for cultivation 4F1%.

The yield of oxygen reduced per mole of acetate *Y*_*O2/S*_ was determined to be 1.76 ± 0.12 mol_O2_ mol_S_^-1^ which is in the same range as, but more precise than the value of 2.4 ± 0.8 mol mol^-1^ determined by Lin et al. [9]. If all acetate is degraded to CO_2_, *Y*_*O2/S*_ should be 2 mol_O2_ mol_S_^-1^. If a complete degradation of acetate to CO_2_ was taking place, however, no carbon would be available for the formation of biomass and of other substrates. Thus, the value determined here is quite reasonable.

For all cultivations, a consumption of fumarate and a simultaneous production of succinate can be observed. Under anaerobic conditions, fumarate is used as terminal electron acceptor and reduced to succinate via a bifunctional fumarate reductase / succinate dehydrogenase [19]. The tricarboxylic acid (TCA) cycle is functioning as an open loop under these conditions (see **Fig 6**, black lines) [17,19,20]. The stoichiometry of this reaction is 1:1 and accordingly a molar succinate (Suc) to fumarate (Fum) yield (*Y*_*Suc/Fum*_) of 0.972 ± 0.025 mol_Suc_ mol_Fum_^-1^ is seen in cultivation 40F0%. With only 4 mM of fumarate supplemented, however, *Y*_*Suc/Fum*_ increases to 1.30 ± 0.05 mol_Suc_ mol_Fum_^-1^. Thus, more succinate was formed here than it should have been possible from the provided fumarate. This indicates that other substrates were used by the cells as precursor for fumarate, to create more of the electron acceptor. The declining pyruvate concentration in this experiment, for example, indicates an enhancement of anaplerotic reactions, which would ultimately lead to fumarate (see **Fig 6**, red lines). However, it should be noted that the amount of pyruvate found in the medium is not sufficient to account for all observed succinate, so it should be considered that a different carbon source is responsible for the succinate accumulation. This could be cysteine provided in the medium, as cysteine can be degraded to pyruvate by *G*. *sulfurreducens* [10], thus providing an additional carbon source for fumarate.

**Fig 6:**
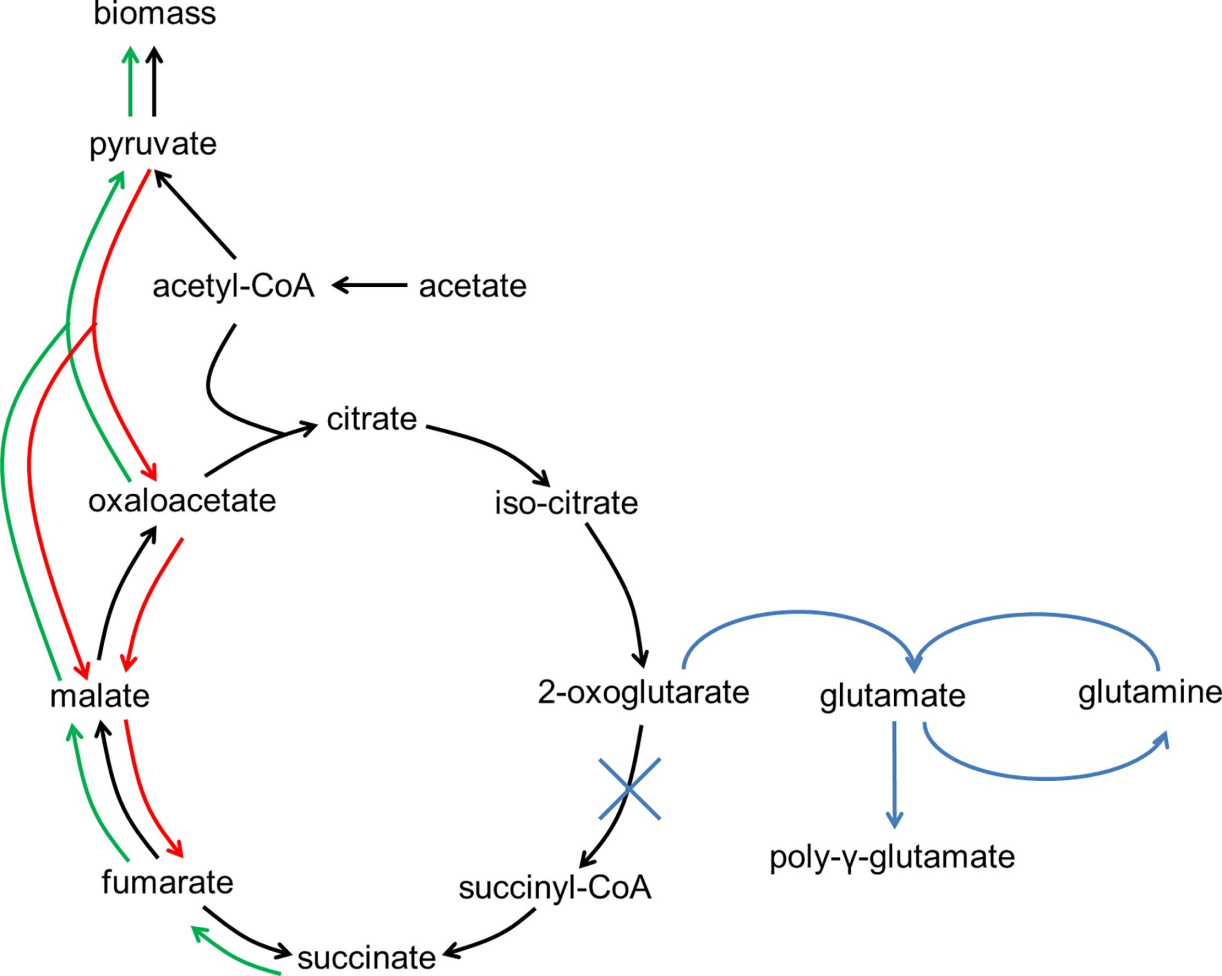
Model of changes in carbon flow during growth of *G*. *sulfurreducens* under electron acceptor limiting (red), oxygen reducing (green) and oxygen tolerating (blue) conditions compared to anaerobic growth with excess of fumarate (black).

With the addition of oxygen, the production of succinate from fumarate turns into a consumption. This consumption increases with increasing oxygen concentration as seen in **Fig 5**. As oxygen now serves as electron acceptor, the bifunctional fumarate reductase / succinate dehydrogenase can operate in the other direction and the TCA cycle can function as a closed loop (see **Fig 6**, green lines).

The concentration profiles of pyruvate support the beforehand discussed implications for the TCA cycle. There is an increase of pyruvate observed when the sOUR is high. This corresponds well to the degradation of succinate via the TCA cycle. The complete reduction of oxygen observed together with the fact that cell growth is absolutely inhibited when this reduction does not take place indicates a need of *G*. *sulfurreducens* to dispose of any oxygen found in the surrounding of the cells. Thus, with a high sOUR, the flow of carbon in the TCA cycle is shifted from succinate towards oxaloacetate and pyruvate, whereby two more redox equivalents (menaquinol and NAD(P)H) are produced [19]. Those may in turn serve as electron donor to reduce oxygen to water.

Pyruvate derived from succinate can serve as an additional carbon source for cell growth. During the first 18 h of the cultivation with stepwise increasing oxygen concentrations, 3 mM of succinate are being consumed, but only about 0.5 mM of pyruvate are formed. Assuming a 1:1 stoichiometry for this transformation, there are potentially up to 2.5 mM of pyruvate available for further biomass formation, which can explain the 13% increased cell dry weight found in this cultivation that was observed even though the biomass/acetate yield did not change significantly with oxygen as terminal electron acceptor (see **Fig 6**, green lines). To fully account for all carbon, however, a more precise analysis of intracellular metabolites and their fluxes as well as the determination of the elementary composition of *G*. *sulfurreducens* is necessary.

### Transcriptome analysis

Transcriptome analysis was performed to determine the mechanism by which *G*. *sulfurreducens* reduces oxygen and to estimate strategies for survival of *G*. *sulfurreducens* when exposed to oxygen.

Several genes have been found in the genome of *G*. *sulfurreducens* encoding for enzymes that may enable this organism to reduce oxygen [10]. Usually in aerobic bacteria, cytochrome bc1 complex and cytochrome c oxidase, which represent complexes III and IV of the oxidative phosphorylation pathway, are responsible for the transportation of electrons from the membrane bound quinon pool to a cytochrome c, which then functions as electron donor for the reduction of oxygen to water. The cytochrome c oxidase was formerly suspected to be the enzyme responsible for oxygen reduction in *G*. *sulfurreducens* [9]. Núñez et al. showed that the gene for this enzyme is part of the RpoS regulon which is necessary for growth of *G*. *sulfurreducens* with oxygen [12]. These authors even reported that cell growth with oxygen was impossible without cytochrome c oxidase (W. Lin, unpublished results according to [12]). 

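The genes of the cytochrome c oxidase, GSU0219 to GSU0222 (coxA, coxC, coxD and coxB), had a median log2 fold change of 0.49 ± 0.33 (SD, n = 3 cultures) in experiment 4F1%, 0.18 ± 0.14 in 4F3% and -0.43 ± 0.15 in 4F5%. By limma 0 of the 4 were differentially expressed in each of the 3 experiments, adjusted over all genes or over the list alone, and 0 at an unadjusted p. The largest value in 4F1% was 0.93 ± 1.51 for GSU0219, of which some spots lay in the edge strip of dim Cy5. With the strip left out it was 0.53. In 4F5%, GSU0219 was higher (0.59 ± 0.17) and GSU0220, GSU0221 and GSU0222 were lower, down to -0.69 ± 0.05 for GSU0220. With median centring in place of loess GSU0220 was differentially expressed at lower levels in 4F5% (-1.08, adjusted p = 7.78e-07), and with only probes well above background GSU0222 was (-1.28, adjusted p = 1.06e-05).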

The corresponding genes were, however, not expressed at higher levels under microaerobic conditions in the microarray analysis performed here. Another oxygen reducing enzyme whose gene is present in the *G*. *sulfurreducens* genome and is also regulated by RpoS is a putative rubredoxin:oxyen oxidoreductase [10,12]. However, the corresponding gene was not differentially expressed under any of the conditions investigated here.

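GSU3294 had a log2 fold change of 0.41 ± 0.32 (SD, n = 3 cultures; limma, adjusted p = 0.137) in experiment 4F1%, 0.70 ± 0.19 (adjusted p = 0.00638) in 4F3% and 0.24 ± 0.05 (adjusted p = 0.0355) in 4F5%. It was higher on all 4 arrays of each experiment, and the size stayed below 1. In 4F5% the value depends on the normalization: it was 1.79 (adjusted p = 1.35e-08) with median centring in place of loess and -0.08 without background correction.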

Instead, transcriptome analysis revealed the up to 2.3-fold upregulation of the expression of the gene GSU1641 in experiments 4F3% and 4F1% which encodes the catalytic subunit II of the cytochrome bd menaquinol oxidase, an enzyme responsible for the reduction of O_2_ to H_2_O and the simultaneous oxidation of menaquinol to menaquinon. 

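The highest fold change of GSU1641 was 2.72 in experiment 4F3%, and it was 2.30 in 4F1% and 1.82 in 4F5%. On arrays 1 to 4, turned so that a positive value means more RNA in the microaerobic culture, the log2 ratios were 2.11, -0.13, 1.32 and 1.72 in 4F1% and 2.16, -0.26, 1.80 and 2.49 in 4F3%. In 4F5% they were 1.76, -1.23, 1.43 and 1.95, with a mean over the cultures of 0.87 ± 1.71 (SD, n = 3 cultures; limma, adjusted p = 0.187). The array of replicate 2 was the only one below 0 in each of the 3 experiments. Without replicate 2, GSU1641 was differentially expressed in 4F5% as well, with a log2 fold change of 1.69 (adjusted p = 5.23e-06). With median centring in place of loess it was 1.75 there (adjusted p = 0.00183).

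**Figure D2:**
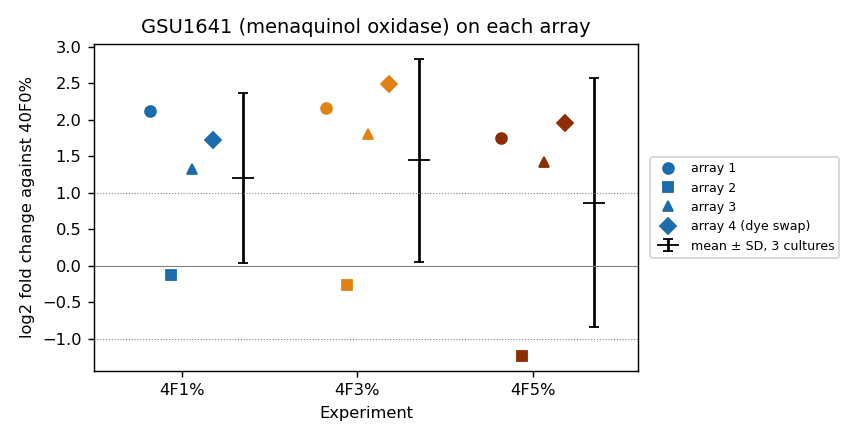
Log2 ratio of GSU1641, microaerobic culture over control (y axis), on each of the 4 arrays of experiments 4F1%, 4F3% and 4F5% (x axis), a point per array. The horizontal line beside the points is the log2 fold change and its error bar the SD over 3 cultures. The array of replicate 2 lies at -0.13, -0.26 and -1.23, and the others at 1.32 or more.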

The expression of GSU1641 was also found to be regulated by RpoS by Núñez et al. (there named cytochrome d ubiquinol oxidase) [12]. In another study that investigated *G*. *uraniireducens*, there was also a menaquinol oxidase among the genes expressed at higher levels when *G*. *uraniireducens* was exposed to oxygen [13]. This suggests the menaquinol oxidase encoded by GSU1641 to be the enzyme most important for oxygen reduction in *G*. *sulfurreducens* rather than the conventional oxidative phosphorylation pathway. It is possible that the other potential oxygen reducing enzymes may also be involved in oxygen reduction by *G*. *sulfurreducens*. But to reduce oxygen entirely, *G*. *sulfurreducens* relies on a higher expression of only the gene for the menaquinol oxidase. 

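The other subunit of the same oxidase, GSU1640 (cydA), had a log2 fold change of 0.25 ± 0.62 (SD, n = 3 cultures; limma, adjusted p = 0.707) in experiment 4F1%, 0.53 ± 0.78 (adjusted p = 0.255) in 4F3% and -0.79 ± 0.76 (adjusted p = 0.00416) in 4F5%, so it was not differentially expressed against 40F0% in any of the 3. In 4F5% its direction depends on the normalization, with 1.11 (adjusted p = 2.86e-04) under median centring in place of loess and -1.08 (adjusted p = 0.0112) without background correction. Between the experiments, GSU1640 was lower in 4F5% than in 4F3% by 1.32 (limma, adjusted p = 0.0319), with the arrays between -1.54 and -0.93. Under median centring this difference was 0.85 (adjusted p = 0.117), so its direction depends on the normalization as well. It was not past the threshold without replicate 1 or 3 (adjusted p = 0.155 and 0.202), with a normexp offset of 0, with the software's processed signals or with the mean over probes. For 4F5% minus 4F1%, GSU1640 was at -1.04 (adjusted p = 0.0879; 0.0102 with the replicate block). No difference of GSU1641 between the experiments passed the threshold. The difference was 0.24 for 4F3% minus 4F1%, -0.34 for 4F5% minus 4F1% and -0.58 for 4F5% minus 4F3%, with adjusted p = 1.00, 0.998 and 0.926 in limma. With the replicate block the adjusted p of the last was 0.753. This is the largest p over all partners of the dye swaps, some of which differ between the experiments and disturb the pairing. Array by array, 4F5% minus 4F3% was below 0 on 4 of 4 arrays, between -0.98 and -0.37. The paper proposes that the menaquinol oxidase is the main enzyme of oxygen reduction. It draws on the higher levels of GSU1641 in 4F3% and 4F1% and the missing change of the other oxygen reducing enzymes. It also cites the regulation of GSU1641 by RpoS and a menaquinol oxidase gene that was higher with oxygen in G. uraniireducens.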

The reason for this may be that the menaquinol oxidase is a high-oxygen affinity terminal oxidase [12], thus ensuring a fast and efficient removal of any intruding oxygen.

Due to this high oxygen affinity, the cytochrome bd menaquinol oxidase also serves a role in protecting strict anaerobes from oxygen as can be seen exemplary for *Desulfovibrio vulgaris* [21]. This organism contains two oxygen reductases, a c-type oxidase cc(b/o)c_3_ cytochrome oxidase) and a bd-type quinol oxidase [21], both are similar to the cytochrome c oxidase (98% query coverage and 61.12% identity) and the cytochrome bd menaquinol oxidase (99% query coverage and 57.47% identity) of *G*. *sulfurreducens*, respectively (determined by BLASTP [22]). If the gene for the cc(b/o)c_3_ cytochrome oxidase is deleted, *D*. *vulgaris* expresses the genes for the bd quinol oxidase at higher levels, but not vice versa [21]. This is highly similar to the observation made here that only cytochrome bd menaquinol oxidase is upregulated under oxygen respiring conditions. A lower KM-value was determined for the bd-type (300 nM vs. 620 nM), indicating its importance for removing even small traces of oxygen [21].

Still, the cc(b/o)c_3_ cytochrome oxidase was found to be more important for protection against oxidative stress, and this was explained by the higher ATP-yield resulting from oxygen reduction with this oxidase [21]. While c-type oxidases translocate 3 protons per electron when reducing oxygen to create a proton gradient, the bd-type oxidases only transfer protons across the membrane by quinol reduction on the cytoplasmic side and subsequent oxidation and proton release on the periplasmic side, which corresponds to a translocation of 1 proton per electron [21,23,24]. Thus, proton motive force can be generated 3 times as efficiently using c-type cytochromes compared to the bd-type, resulting in a higher ATP yield [21,24]. ATP can then provide energy for repairing any occurring cell damage from oxygen in *D*. *vulgaris* [21].

Regarding *G*. *sulfurreducens*, this difference in energy gain between the two types of oxidases further explains the above discussed lack of a more efficient acetate usage, even though the potential energy gain from oxygen compared to fumarate is much higher. With a translocation of 1 proton per electron [23], the cytochrome bd menaquinol oxidase is no more efficient at generating proton motive force than is the fumarate reductase [20]. This explains why there is no difference in Y_X/S_ with oxygen as terminal electron acceptor compared to fumarate.

Several other genes of *G*. *sulfurreducens* found in the RpoS regulon were not differentially expressed in this study except for a gene encoding for desulfoferrodoxin (GSU0720) which was expressed at 2.9-fold higher levels in experiment 4F5%. 

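GSU0720 had a log2 fold change of 1.63 ± 0.34 (SD, n = 3 cultures; limma, adjusted p = 8.37e-07) in experiment 4F5% and was higher on all 4 arrays. In experiment 4F1% the log2 fold change was 0.36 ± 0.37 (adjusted p = 0.209) and in 4F3% 0.16 ± 0.10 (adjusted p = 0.185), neither of them differentially expressed.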

Desulfoferrodoxins are enzymes that reduce superoxide to hydrogen peroxide and are often found in anaerobic bacteria in association with protection against oxidative stress [25,26]. Thus, the higher expression of this gene is in accordance with the lack of cell growth and oxygen reduction in this experiment.

Genes for other components required for energy metabolism like the ATP synthase (GSU0108-GSU0114) or the NADH dehydrogenase (GSU0338-GSU0351) were not expressed differentially in experiment 4F3%, suggesting an otherwise unimpaired energy production machinery (see supplementary material). Likewise, there were no differences with genes for enzymes of the TCA cycle or the glycolysis/gluconeogenesis pathway, indicating that growth and metabolism of *G*. *sulfurreducens* work in principle in the same way as under anaerobic conditions. This result corresponds well to the observed similar cell growth at 3% of oxygen and also in experiment 4FSI.

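In experiment 4F3% the median log2 fold change was -0.01 ± 0.12 (SD, n = 3 cultures) over the 7 ATP synthase genes and -0.14 ± 0.08 over the 14 NADH dehydrogenase genes. The ATP synthase genes ranged from -0.38 (GSU0114) to 0.17 (GSU0108), and the NADH dehydrogenase genes from -0.27 (GSU0344) to 0.10 (GSU0339). By limma 0 of the 7 and 0 of the 14 were differentially expressed, adjusted over all genes or over the list alone, and 0 at an unadjusted p. The lowest adjusted p of these lists was 0.0202 (GSU0114), below 0.05 but with a size below 1.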

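Over 15 genes of the TCA cycle the median log2 fold change in experiment 4F3% was -0.02 ± 0.09 (SD, n = 3 cultures), with values between -0.24 (GSU1660) and 0.23 (GSU1176). For 11 genes of glycolysis/gluconeogenesis it was -0.04 ± 0.02, between -0.29 (GSU0580) and 0.24 (GSU0803). Limma gave 0 of the 15 and 0 of the 11, adjusted over all genes or over the list alone, and 0 at an unadjusted p. From the unchanged expression in 4F3%, the paper reasons that growth and metabolism proceed in principle as they do without oxygen.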

Contrary to this, the expression of many genes of the oxidative phosphorylation, the TCA cycle and the glycolysis/gluconeogenesis is downregulated at 5% of oxygen, corresponding to an inhibition of cell growth seen in this experiment. For example, the expression of GSU0338 to GSU0351 encoding for the NADH dehydrogenase was downregulated up to 23-fold and GSU1466 which encodes for malate dehydrogenase was expressed at 28-fold lower levels (see supplementary material). On the other hand, expression of genes associated with oxidative stress (e.g. the genes for the ferritin-like domain containing proteins, GSU2193 and GSU2967, and for a universal stress protein, GSU0515) were upregulated up to 9-fold.

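In experiment 4F5% the 14 NADH dehydrogenase genes had a median log2 fold change of -4.26 ± 0.19 (SD, n = 3 cultures) and the 7 ATP synthase genes -3.16 ± 0.26. All 14 and all 7 were expressed at lower levels (limma), also when adjusted over the list alone. Of the 15 TCA cycle genes, 12 were expressed at lower and 3 at higher levels, with a median of -3.45 ± 0.23 and a highest value of 1.89 (GSU1058). Of the 11 genes of glycolysis/gluconeogenesis, 6 were expressed at lower and 2 at higher levels, with a median of -1.07 ± 0.26. The extremes were -3.80 for GSU0580 and 2.31 for GSU0803. Without background correction and with the authors' processed values 4 were lower. For the gene GSU2068 (pfk-2), at least 50% of the probes were not well above background in the 4F5% cultures, and the gene was at least 1.73-fold lower, which is below the size limit. Its value is the median of the list, which is -0.79 with GSU2068 at this bound. Without replicate 2 or without replicate 4, 5 genes of the list were lower. The same numbers of genes were obtained with adjustment over the list alone. The median of the TCA cycle moved most with the processing, to -2.47 with median centring in place of loess, and that of glycolysis/gluconeogenesis moved to -0.47 without background correction.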

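The largest decrease among GSU0338 to GSU0351 was that of GSU0341 (nuoD), with a log2 fold change of -4.90 ± 0.45 (SD, n = 3 cultures; limma, adjusted p = 9.03e-10), or 29.8-fold lower levels. GSU0347 had the smallest decrease of the 14, with -3.79. GSU1466 (mdh) had a log2 fold change of -4.76 ± 0.20 (adjusted p = 5.26e-10), or 27.0-fold lower levels. Each of these decreases was seen on 4 of 4 arrays.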

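In experiment 4F5% GSU2967 had a log2 fold change of 3.49 ± 0.35 (SD, n = 3 cultures; limma, adjusted p = 6.89e-10), or 11.3-fold, GSU2193 one of 1.68 ± 0.34 (adjusted p = 2.73e-07) and GSU0515 (usp-1) one of 1.57 ± 0.17 (adjusted p = 1.45e-07). The 3 genes were higher on all 4 arrays. GSU0515 fell below the size limit of 1 without background correction (0.88) and with the authors' processed values (0.97). In experiment 4F1% GSU2967 was also expressed at higher levels, with 1.92 ± 0.48 (adjusted p = 0.0285). Without replicate 1 the adjusted p was 0.151, and without replicate 2 it was 0.0918. The other 2 genes were not differentially expressed in 4F1%, and none of the 3 was in 4F3% (0 by limma and 0 at an unadjusted p).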

Transcriptomic analysis also yielded results that give insight into strategies for survival under oxygen exposure depending on the oxygen concentration. 

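The genes GSU2029 to GSU2039 include pilP, pilO, pilN and pilM (GSU2029 to GSU2032), a gene of an XRE family transcriptional regulator (GSU2033), and pilX-2, pilW-2, pilV-2, fimU, pilY1-2 and pilL (GSU2034 to GSU2039). In experiment 4F1% their median log2 fold change was 1.55 ± 0.77 (SD, n = 3 cultures), and all 11 were above 0 on all 4 arrays. GSU2036 (pilV-2) changed most, with 2.01 ± 0.86 (limma, adjusted p = 0.0463), or 4.03-fold. GSU2038 (pilY1-2) had 1.89 ± 0.57 (adjusted p = 0.0318) and GSU2037 (fimU) 1.80 ± 0.88 (adjusted p = 0.0481). The lowest values were 0.92 ± 0.13 for GSU2029 (adjusted p = 0.0309) and 0.94 ± 0.06 for GSU2031 (adjusted p = 0.0285), which stayed below the size limit of 1. The adjusted p of the 11 genes lay between 0.0229 and 0.0495. With the mean over probes in place of the median limma gave 0 of 11 (8 at an unadjusted p), and with a normexp offset of 0 it gave 5. Without replicate 3 the value of GSU2036 was 1.71 (adjusted p = 0.113).

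**Figure D3:**
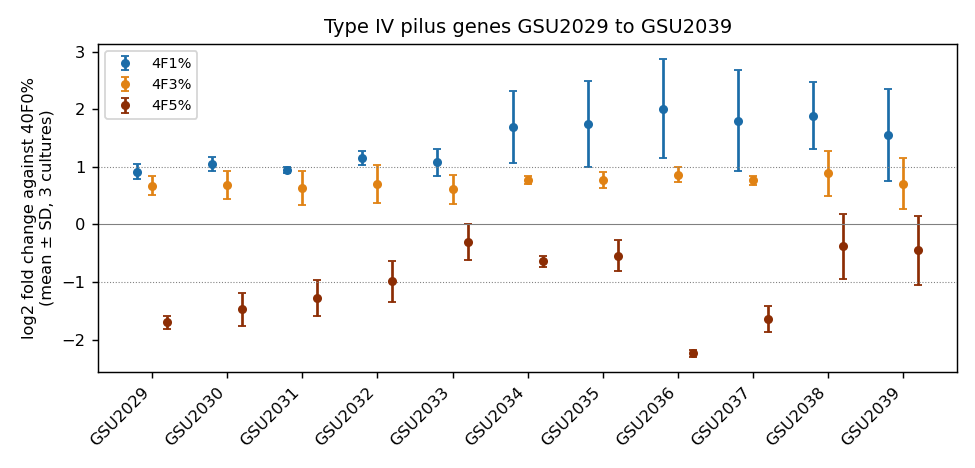
Log2 fold change against 40F0% (y axis) of the 11 genes GSU2029 to GSU2039 (x axis) in experiments 4F1%, 4F3% and 4F5%. Points are the mean over 3 cultures and error bars the SD, and dotted lines mark the size limit of 1 either way. In 4F1% the genes lie between 0.92 and 2.01, in 4F3% between 0.61 and 0.89, and in 4F5% between -2.24 and -0.30.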

Experiment 4F1% resulted in the up to 3.8-fold upregulation of the expression of 11 type IV pilus genes (GSU2029-GSU2039). Type IV pili have multiple functions in bacteria, including cell communication, adhesion, biofilm formation and cell motility [27,28]. Motility is caused by cells protruding pilus fibres whose tips attach on a surface and subsequently retracting the pilus again, pulling the cell body forward [29]. In *G*. *sulfurreducens*, pili have another special function of serving as conductive wires for electron transport to extracellular acceptors [30]. As both the electron acceptor fumarate and oxygen were rather limited in experiment 4F1%, the production of pili could have been a means of cells to find other, insoluble electron acceptors. Insoluble iron oxides are hypothesised to bind to the pili and to be reduced by electrons that are transferred by the conductive major pilin PilA [31]. The reduced iron oxides are then shed off by retraction of the pilus, which is powered by the ATPase PilT-4 [31]. 

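A second group of type IV pilus genes, GSU1491 to GSU1497 (pilB, pilT-4, pilC, pilS, pilR, pilA-N and pilA-C), had a median log2 fold change of -0.00 ± 0.42 (SD, n = 3 cultures) in experiment 4F1%, with values between -0.40 (GSU1495) and 0.23 (GSU1491). Limma gave 0 of the 7 as differentially expressed, adjusted over all genes or over the list alone, and 0 at an unadjusted p. The lowest adjusted p was 0.156. The gene pilT-4 (GSU1492) had -0.13 ± 0.27, and GSU1496 and GSU1497 had 0.15 ± 0.59 and 0.04 ± 0.67.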

The genes for these two proteins together with other type IV pilus genes are, however, part of a different cluster located elsewhere in the genome (GSU1491-GSU1497) and are not part of the genes found expressed at higher levels here.

While the above mentioned type IV pili genes have been investigated by several additional studies [32–34], the genes encoded by GSU2029 to GSU2039 have to our knowledge not been investigated more closely in *Geobacter* species. GSU2029 to GSU2039 include genes for PilM, PilN, PilO and PilP, which are thought to be part of the assembly responsible for pilus protrusion and retraction in *G*. *sulfurreducens* [30] as they serve this function in other bacteria [27,29]. Some of the remaining genes encode for PilX-2, PilW-2, PilV-2 and FimU, which represent minor pilins. In *Pseudomonas aeruginosa*, minor pilins are thought to form initiation complexes from which the protrusion of a new pilus can commence [29]. Displaying more minor pilins in the membrane would result in more, but shorter, pili protruding from the cells [29]. More pili could enable *G*. *sulfurreducens* to attach to a surface more efficiently in order to use the above described retraction mechanism for motility. Thus, they could be used to flee the microaerobic environment. Expression of these genes returned to the levels found under anaerobic conditions with the increase of oxygen to 3%. 

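At 3% of oxygen, the log2 fold changes of GSU2029 to GSU2039 lay between 0.61 (GSU2033) and 0.89 (GSU2038), with a median of 0.71 ± 0.11 (SD, n = 3 cultures). Each of the 11 was above 0 on all 4 arrays, with adjusted p between 0.00202 and 0.0367 (limma) and a size below 1. With a dye term in the limma fit, the lowest adjusted p of the 11 was 0.0701. The difference between 4F3% and 4F1% had a median of -0.84 over the 11 genes and was negative for each of them. Limma gave 0 of 11 differences adjusted over all genes, 3 at an unadjusted p, and 3 adjusted over the list alone. Without replicate 4, the dye swap, 1 of 11 differences passed. From the higher expression of these genes in 4F1%, the paper proposes that more pili could serve the cells to flee the microaerobic environment.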

As protrusion and retraction of pili is an ATP intensive process, *G*. *sulfurreducens* might only follow the strategy of fleeing the zone of oxygen, when the concentration is adequately low and fleeing may actually result in finding an anaerobic zone. Further analysis is needed to assess the exact role of these pili proteins in *G*. *sulfurreducens*, especially since *G*. *sulfurreducens* was originally described to be non-motile [1].

In experiment 4F5%, transcriptome analysis revealed higher expression of genes encoding for enzymes responsible for biofilm formation and encapsulation. For example, GSU0036 encodes for a poly-γ-glutamate capsule biosynthesis protein and was expressed at 4.6-fold higher levels. 

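GSU0036 had a log2 fold change of 2.82 ± 0.12 (SD, n = 3 cultures; limma, adjusted p = 2.40e-09) in experiment 4F5%, which is 7.05-fold, and was higher on all 4 arrays. In experiments 4F1% and 4F3% it was 0.12 ± 0.24 (adjusted p = 0.566) and 0.12 ± 0.06 (adjusted p = 0.257). Over the alternatives that were run, the value in 4F5% lay between 2.00 and 3.56.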

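In experiment 4F5% the glutamine synthetase gene GSU1835 (glnA) had a log2 fold change of 1.48 ± 0.13 (SD, n = 3 cultures; limma, adjusted p = 1.88e-07), or 2.79-fold. The glutamate synthase gene GSU1239 had 2.46 ± 0.77 (adjusted p = 2.06e-06), or 5.51-fold, and its arrays ranged from 1.63 to 3.26. In experiments 4F1% and 4F3% GSU1239 differed more between arrays than from 0, with -0.55 ± 1.26 and 0.17 ± 1.71. GSU1835 had -0.28 ± 0.14 and -0.13 ± 0.10.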

Correspondingly, the expression of genes encoding for enzymes involved in glutamate metabolism was likewise upregulated up to 3.6-fold, i.e. the gene for glutamine synthetase (GSU1835) and for the glutamate synthase (GSU1239). Some of the genes whose expression was most strongly downregulated (up to 52-fold) in experiment 4F5% are encoding for a 2-oxoglutarate ferredoxin oxidoreductase (GSU1467-1470) indicating an inhibition of the carbon flux from 2-oxoglutarate to succinyl-CoA to allow for the formation of glutamate (see **Fig 6**, blue lines).

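In experiment 4F5% GSU1467 (korD) had a log2 fold change of -5.79 ± 0.12 (SD, n = 3 cultures; limma, adjusted p = 2.00e-10), or 55.3-fold lower levels. GSU1468 (korA), GSU1469 (korB) and GSU1470 (korC) were expressed at 21.9-fold, 22.8-fold and 24.3-fold lower levels. The 4 genes were lower on all 4 arrays.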

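In experiment 4F5% GSU0078, a gene of a PilZ domain containing protein, had a log2 fold change of 1.74 ± 0.21 (SD, n = 3 cultures; limma, adjusted p = 1.09e-07), or 3.34-fold. GSU3356 had 2.14 ± 0.37 (adjusted p = 4.77e-08), or 4.42-fold, and GSU2828 had 1.53 ± 0.08 (adjusted p = 1.05e-07), or 2.88-fold. The 3 genes were higher on all 4 arrays. In experiments 4F1% and 4F3% the largest value of the 3 was 0.43 ± 0.14 (adjusted p = 0.0174), for GSU2828 in 4F3%.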

Another indicator for biofilm formation is the higher expression (up to 4-fold) of GSU0078, which encodes for a PilZ domain containing protein and GSU3356 as well as GSU2828, which both encode for diguanylate cyclase, an enzyme producing cyclic diguanylate (c-di-GMP). C-di-GMP has been reported to function as signalling molecule when binding to the PilZ-domain of bacterial pili, inhibiting movement and inducing biofilm formation [35–37]. 

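GSU2185 had a log2 fold change of 1.55 ± 0.26 (SD, n = 3 cultures; limma, adjusted p = 4.00e-07) in experiment 4F5%, which is 2.94-fold. Values on the 4 arrays lay between 1.28 and 1.83. It was not differentially expressed in 4F1% (0.56 ± 0.42, adjusted p = 0.0902) or in 4F3% (-0.00 ± 0.27, adjusted p = 0.956).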

Another indicator for inhibition of motility is the 2.2-fold upregulation of GSU2185, a negative regulator for the production of flagellin (see supplementary material). Further, the type IV pili genes whose expression was found to be upregulated in experiment 4F1% were mainly expressed at lower levels in 4F5% (see **Table 1**). These results suggest that *G*. *sulfurreducens* follows the strategy of encapsulation rather than fleeing when confronted with concentrations too high to allow for oxygen reduction. These results correspond well with results from Mouser et al., who found genes involved in motility to be expressed at lower levels in *G*. *uraniireducens* when exposed to 5% of oxygen [13].

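In experiment 4F5% the median log2 fold change of GSU2029 to GSU2039 was -0.98 ± 0.32 (SD, n = 3 cultures), and all 11 values were below 0. The genes differentially expressed at lower levels were GSU2036 with -2.24 ± 0.06 (limma, adjusted p = 6.85e-09), GSU2029 with -1.70 ± 0.12, GSU2037 with -1.64 ± 0.23, GSU2030 with -1.47 ± 0.28 and GSU2031 with -1.28 ± 0.31. Without replicate 2, GSU2032 also passed, with -1.13 (adjusted p = 3.91e-05), against -0.98 ± 0.36 with all arrays. Without background correction the size of GSU2031 fell to -0.81, below the limit. The smallest decrease was that of GSU2033, with -0.30 ± 0.31.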

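The difference between experiments 4F5% and 4F1% was tested directly in one limma fit over the 12 arrays. For the genes GSU2029 to GSU2039 it had a median of -2.29 on the log2 scale, and 11 of 11 differences were significant with a size above 1 (11 adjusted over the list alone). They ranged from -4.25 (GSU2036, adjusted p = 3.74e-06) to -1.38 (GSU2033, adjusted p = 9.24e-05), and the number stayed 11 with each array left out in turn. Between 4F5% and 4F3%, 9 of 11 differences passed (10 adjusted over the list alone, and 10 with the replicate block), with a median of -1.68. From the higher expression of genes for capsule, glutamate and cyclic diguanylate formation and the lower expression of the pili genes, the paper proposes that the cells follow a strategy of encapsulation when the oxygen concentration is too high to be reduced.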

## Conclusion

The data presented here show that *G*. *sulfurreducens* can grow with oxygen as the terminal electron acceptor with a maximum sOUR of 95 mg_O2_ g_CDW_^-1^ h^-1^. The cytochrome bd menaquinol oxidase was found to be the enzyme most likely responsible for the main oxygen reduction. Thus, the bacterium should be classified as facultative microaerobe rather than strict anaerobe. With oxygen as terminal electron acceptor, the TCA cycle functions as a closed loop, enabling *G*. *sulfurreducens* to utilise succinate as a carbon source for biomass production. Transcriptome analysis has revealed a tendency of *G*. *sulfurreducens* to escape low concentrations of oxygen and to react to higher oxygen concentrations by encapsulation or biofilm formation. The results presented here fit well into the already existing studies dealing with the reaction of *Geobacter* spp. to oxidative stress or oxygen reduction and help to further understand these organisms. To assess the role of the menaquinol oxidase and the other enzymes possibly involved in oxygen removal, the corresponding genes should be deleted in future experiments, followed by the characterization of growth of the resulting mutants under different concentrations of oxygen.

## Materials and Methods

### Bacterial strain and cultivation medium

*Geobacter sulfurreducens* PCA (DSMZ 12127) was used in this study and was obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ), Braunschweig, Germany.

*G*. *sulfurreducens* was cultivated in a minimal medium containing 10 mM acetate as carbon source and electron donor and 40 mM fumarate as electron acceptor as described previously [38–40]. For precultures medium was prepared in serum bottles (125 mL with 50 mL liquid volume, Fisher Scientific, Hampton, New Hampshire, USA) and gassed with N_2_ for a minimum of 20 min to obtain anaerobic conditions. Subsequently, 20% (v/v) of a consisting *G*. *sulfurreducens* culture was added as inoculum and serum bottles were sealed with butyl rubber stoppers. Cells were incubated at 180 min^-1^ (25 mm deflection, Multitron, Infors AG, Bottmingen, Switzerland) and 30°C for about 24 h.

### Microaerobic cultivation in bioreactor setup

For microaerobic cultivations, 1 L bioreactor systems (DASGIP Information and Process Technology GmbH, Jülich, Germany) with a working volume of 500 mL were used. Medium was prepared as described above with altering fumarate concentrations (see **Table 2**) and sterilised at 121°C and 2 bar (200,000 Pa) for 20 min. After sterilisation, vitamin solution, trace mineral solution, and L-cysteine were added in a sterile manner. Bioreactors were set to operating conditions (Rushton turbines at 200 min^-1^, temperature of 30°C, gassing with air (21% (v/v) oxygen) at a gasing rate of 6 sL h^-1^) overnight to allow for equilibration of the DO sensor (Visiferm DO 225, Hamilton, Höchst im Odenwald, Germany) before calibration. DO sensors were calibrated by a two-point calibration using 21% oxygen and 0% oxygen (corresponding to 100% N_2_), respectively, in the gas inlet. Before inoculation, anaerobic conditions were ensured by continuous gassing with N_2_ and verified with the DO sensor signal. As inoculum, 100 mL of a *G*. *sulfurreducens* preculture were added sterilely.

**Table 2:** Experiments conducted for comparison of anaerobic and microaerobic growth of *G*. *sulfurreducens*.

Experiment abbreviation	Fumarate [mM]	Oxygen in gas inlet [%]
40F0%	40	0
4F0%	4	0
4F1%	4	1
4F3%	4	3
4F5%	4	5
4FSI	4	stepwise increase from 3 to 12.5

Cultivations were started with an initial anaerobic period of 2 h. For microaerobic cultivations, the gas composition was changed after this 2 h period to contain oxygen according to **Table 2** by mixing of N_2_ and air. Biomass concentration was determined by periodic sampling (1 mL, 2 h interval) and measurement of the optical density (Libra S11, Biochrom, Berlin, Germany) at 600 nm (OD_600_). For conversion into cell dry weight (CDW) a beforehand determined conversion factor of 0.62 g_CDW_ L^-1^ OD_600_^-1^ was used. In one experiment, the gas inlet concentration was changed after OD_600_ measurement depending on the determined CDW to maintain a specific oxygen uptake rate (sOUR) of 95 mg_O2_ g_CDW_^-1^ h^-1^ (experiment abbreviation: 4FSI). Experiments were performed in biological triplicates.

### Determination of maximum dissolved oxygen concentration, volumetric oxygen transfer coefficient and maximum specific oxygen uptake rate

To allow for quantification of oxygen, the volumetric oxygen transfer coefficient (*k*_*L*_*a*), and the maximum dissolved oxygen (DO) concentration c^*^_O2_ were determined for the bioreactor system and medium used. c^*^_O2_ was approximated mathematically to be 0.31 mg L^-1^ per % of oxygen in the gas inlet at 30°C with a method described previously [41]. *k*_*L*_*a* was determined using cultivation medium without cells with the dynamic gassing out method, whereby oxygen was stripped from the medium with nitrogen and subsequently the response of the DO sensor was monitored during gassing with oxygen concentrations of 3, 5 and 21% (air). From the linear slope of ln(c^*^_O2_ *–c*_*O2*_*)* plotted against the time the *k*_*L*_*a* was calculated to be 9.4 ± 1.1 h^-1^.

Provided that complete oxygen reduction is occurring, the specific oxygen uptake rate (sOUR) can be determined by the following Eq 1 from the identified *kla*-value, the determined maximum DO concentration c^*^_O2_ and the observed cell dry weight *X*.

$$sOUR=\frac{k_{L}a\cdot c_{O2}^{*}}{X}$$ (1)

The maximum sOUR was determined using Eq 1 and data obtained in experiment 4F3% at 2 h of cultivation (c^*^_O2_ of 0.935 mg_O2_ L^-1^ and *X* of 0.0928 ± 0.0024 g_CDW_ L^-1^) to be 95 ± 11 mg_O2_ g_CDW_^-1^ h^-1^. This experiment and time-point were chosen as the highest sOUR was observed here.

### Determination of organic acid concentration

Acetate, fumarate, succinate, pyruvate and 2-oxoglutarate were determined using an HPLC system (LaChrom Elite®, Hitachi, Tokyo, Japan) equipped with an Aminex® HPX-87H column (Bio-Rad Laboratories, Hercules, California, USA) as the stationary phase and 12.5 mM H_2_SO_4_ as mobile phase at 0.3 mL min^-1^ and 25°C at retention times of approx. 33, 35, 26, 21 and 20 min, respectively. Detection was performed using a refractive index detector and a diode array detector at 210 nm or 230 nm (only for fumarate). Final concentrations were calculated as the mean of the signal from both detectors.

### Analysis of transcriptome

Microarray transcriptome analysis of the cultivations 4F1%, 4F3% and 4F5% was performed, comparing the transcription levels of these experiments with the cultivation 40F0%. Samples for RNA analysis were acquired during cultivations from each reactor by centrifugation of 15 mL or 50 mL of cultivation broth at 11,800 g and 4°C for 10 min. Where possible, samples were taken at an OD_600_ of 0.4, which was during the late exponential growth phase. In the case of experiment 4F1% and 4F5%, samples were taken after 20 h and 10 h of cultivation, respectively. After discarding the supernatant, cell pellets were immediately frozen in liquid nitrogen and stored at -80°C until RNA purification.

Cells were disrupted enzymatically and mechanically using a similar protocol as described previously [42]. Precipitated cells were resuspended in 200 μL of TE-buffer (10 mM Tris HCl, 1 mM EDTA, pH 8) containing lysozyme from chicken egg white (Sigma Aldrich, St. Louis, Missouri, USA) at a concentration of 15 mg mL^-1^ and incubated for 30 min at ambient temperature with regular mixing. Subsequently, glass beads (diameter 150–212 μm) were added and cells were vortexed for 3 min for mechanical cell disruption. RNA was purified from the supernatant using the RNeasy Mini Kit (Quiagen, Hilden, Germany) according to the manufacturer’s instructions. Digestion of chromosomal DNA with DNAse (Quiagen, Hilden, Germany) was carried out twice. RNA concentration was determined using the NanoDrop ND-1000 (Peqlab Biotechnology, Erlangen, Germany) and RNA quality was assessed with the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA) according to the manufacturer’s instructions. Samples with an RNA integration number of 7 or higher were used for transcriptome analysis.

One microgram of purified RNA from three individual experiments per condition was stained with cyanine 3 (Cy3) (4F0%, 4F1% and 4F3%) or cyanine 5 (Cy5) (control, 40F0%) using the ULS Fluorescent Labeling Kit for Agilent arrays from Kreatech (Leica Biosystems, Amsterdam, Netherlands) according to the manufacturer’s instructions. RNA from one experiment per condition was used to perform a dye swap, meaning that RNA from the corresponding microaerobic cultivation was labelled with Cy5 while RNA from the control experiment 40F0% was labelled with Cy3. This should exclude falsification of results by nonuniform labelling and finally resulted in four arrays for each experiment. The degree of labelling was determined using the NanoDrop ND-1000 (Peqlab Biotechnology, Erlangen, Germany) and RNA with a degree of labelling between 1 and 3.6 was used for analysis. Subsequently, 300 ng of Cy3 and Cy5 labeled RNA, respectively, was pooled, fragmented and hybridized to a custom-made GE 8x15K microarray for analysis of gene expression of *G*. *sulfurreducens* which was designed using the eArray platform (Agilent Technologies, Santa Clara, California, USA) based on the genome sequence of *G*. *sulfurreducens* DSMZ 12127 using the gene expression hybridization kit from Agilent (Agilent Technologies, Santa Clara, California, USA) according to the manufacturer’s instructions. Each gene was presented with 4 probes per array. 

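On the arrays, 13374 different probes represent 3403 genes in 15208 spots, with a median of 4 probes per gene and a range from 1 to 4. Of these probes, 1834 were spotted at 2 places and 11540 at a single place, and 536 further spots are controls. Duplicate spots of a probe were averaged before the median over the probes of a gene was taken.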

Microarray slides were analysed using the Microarray C Scanner (Agilent Technologies, Santa Clara, California, USA) as described previously [43]. The obtained microarray data were normalized using the Loess normalization [44] which makes sure that the intensity of the staining is uniformly distributed across all arrays also of different slides and analysed as described previously [42,43]. 

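The processed values that accompany the scanner output are log2 ratios of Cy3 to Cy5, not turned for the dye swap. Across the spots of an array they correlated with loess normalized ratios computed here without background correction with Pearson's r of 0.980 to 0.999, and with ratios corrected by normexp with r of 0.905 to 0.986. Spots are not independent replicates. The median difference from the first set of ratios lay between -0.04 and 0.04 on the log2 scale, and 0 to 3 spots per array had no processed value.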

The different probes representing one gene were matched resulting in mean and median of the logarithmic fold changes (logFC). Genes with a median |logFC| of >1.0 and a p-value < 0.05 were considered differentially expressed compared to the control (40F0%). 

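With an absolute log2 fold change above 1 and an unadjusted p below 0.05 from limma, 110 genes were higher and 54 lower in experiment 4F1%, 22 and 4 in 4F3%, and 712 and 758 in 4F5%. The text does not state whether the p of this rule was adjusted for the number of genes. The numbers of genes given in the results section are stated with a limit on the mean and no p.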

All data have been deposited in the NCBI Gene Expression Omnibus (GEO). The GEO Series accession number is GSE124792. Use the following token to get access: **qtylsgmatxetbib**.

## Supporting information

S1 Fig Concentration profiles of pyruvate during growth of *G*. *sulfurreducens* at 30°C **(A)** during experiments 4F0%, 4F1%, 4F3% and 4FSI (4 mM of fumarate and altering oxygen concentrations of 0%, 1%, 3% and stepwise increasing oxygen concentrations, respectively), **(B)** during experiment 40F0% (40 mM of fumarate and 0% of oxygen). Error bars indicate standard deviation of biological triplicates.
(TIF) Click here for additional data file.

S1 Table Transcriptome data of *G*. *sulfurreducens* grown under microaerobic conditions with 4 mM of fumarate and 1% of oxygen provided in the gas inlet as electron acceptors. Data were compared to *G*. *sulfurreducens* grown under anaerobic conditions with 40 mM of fumarate as electron acceptor.
(XLSX) Click here for additional data file.

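Only the first 1999 genes of S1 Table, up to GSU2098, were read here. For each gene the table gives a list of log2 fold changes. For 1679 genes with 4 values in the list and 4 probes on the arrays, the list was set against the authors' processed values averaged per probe over the 4 arrays of experiment 4F1%. All 1679 lists matched within 0.02, and 0.893% matched when the average was taken per array. The values are therefore a value per probe and show the spread between probes, not between cultures. The mean of the list correlated with the mean of the processed values of the 4F1% arrays across genes with Pearson's r of 0.9999. Genes are not independent replicates.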

S2 Table Transcriptome data of *G*. *sulfurreducens* grown under microaerobic conditions with 4 mM of fumarate and 3% of oxygen provided in the gas inlet as electron acceptors. Data were compared to *G*. *sulfurreducens* grown under anaerobic conditions with 40 mM of fumarate as electron acceptor.
(XLSX) Click here for additional data file.

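In the part of S2 Table that was read, 1594 of the 1679 lists (94.9%) matched the authors' processed values per probe of the 4 arrays of experiment 4F3% within 0.02. Across genes the mean of the list correlated with that of the 4F3% arrays with Pearson's r of 0.9997, and with that of the 4F1% arrays with 0.747.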

S3 Table Transcriptome data of *G*. *sulfurreducens* grown under microaerobic conditions with 4 mM of fumarate and 5% of oxygen provided in the gas inlet as electron acceptors. Data were compared to *G*. *sulfurreducens* grown under anaerobic conditions with 40 mM of fumarate as electron acceptor.
(XLSX) Click here for additional data file.

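In S3 Table, within the part that was read, 100% of the 1679 lists matched the processed values per probe of the 4 arrays of experiment 4F5% within 0.02. Across genes Pearson's r with the 4F5% arrays was 1.00, and with the 4F1% arrays it was 0.335.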

How the deposited data were processed for this re-analysis (not part of the article)

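RNA of G. sulfurreducens cultures from experiments 4F1%, 4F3% and 4F5% was compared with RNA of cultures from experiment 40F0% on 12 two-colour arrays, 4 per experiment. Per the file headers, the spots were read with Agilent's Feature Extraction software, and the mean signal intensities of the spots in Cy3 and Cy5 are given as deposited by the authors without background subtraction or normalization; processed signal intensities, which the software corrected for background, spatial trend and dye, stand beside them. The authors' log2 ratios of Cy3 to Cy5 are given for every spot and array; per the methods they were made with Loess normalization, and their scale and direction were checked against the scanner values of the same arrays. The arrays hold no counts. Their number limits the precision, and for weak signals the signal over background does. Signal over background per experiment is given with the data of the experiment. Negative control spots had medians of 491.7 to 739.3 in Cy3 and 267 to 462.1 in Cy5, above the local background of 22 to 25 and 59 to 60.5, so that weak signals include unspecific signal. No gene spot was saturated, and no pair of arrays out of 66 held identical values.

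The array values were processed with limma 3.58.1 in R 4.3.3. Mean signals were corrected with the local background median by normexp with an offset of 50, fitted on all spots, then control spots and spots flagged as outliers by the scanner software were left out, and the ratios were loess normalized within each array. Duplicate spots of a probe were averaged, and a gene's ratio per array was the median over its probes, after the methods' criterion on the median. Ratios were turned so that a positive value means more RNA in the microaerobic culture. Gene identifiers are those of the array's design, and gene and protein names were taken from the parts of S1, S2 and S3 Table that were read, which reach GSU2098; for genes beyond it no names were used except those the paper gives. No genome was used.

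Arrays of the same RNA are a single replicate. Since the text does not state which culture the dye swap repeats, limma (lmFit and eBayes) was run 3 times per experiment, with array 4 averaged with array 1, 2 or 3. The log2 fold change is the mean of the 3 fits, the p is the largest of the 3, and Benjamini-Hochberg adjustment covered 3403 genes. All tests were two-sided. Genes with an absolute log2 fold change above 1 and an adjusted p below 0.05 were taken as differentially expressed. Differences between experiments came from a single fit over the 12 arrays, repeated for the 27 combinations of partners of the dye swaps, with the mean of the differences and the largest p. The lists of genes (type IV pili GSU2029 to GSU2039 and GSU1491 to GSU1497, ATP synthase, NADH dehydrogenase, cytochrome c oxidase, TCA cycle and glycolysis/gluconeogenesis) were fixed before the data were examined, as were the comparisons with their limma fits and thresholds, and all alternatives except 3. Tests of explanations that were chosen later are named as such where they are given. The paper chose some of these lists on the same arrays, so the counts adjusted over the list alone are not independent evidence. The TCA cycle and glycolysis/gluconeogenesis lists were to be extended by protein names for genes beyond GSU2098, which was not done because these names were not read. Genes named are those the paper names and, per experiment, the 3 with the largest increase and the 3 with the largest decrease among the differentially expressed genes with the same sign on all 4 arrays.

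A gene of which at least 50% of the probes were not well above background on any array of a group has only a bound there. The bound sets the mean of the brighter group against the lowest signal well above background, or the probe's own signal where that is higher, per channel after loess and Aquantile normalization, and is open to dye bias.

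The procedure was tested on simulated data with 3403 genes, of which 200 were changed in 4F3%, 200 in 4F5% and 0 in 4F1%. It recovered 97% of them in the simulation of 4F3% and 98.5% in that of 4F5%, with 0 false calls in each of the 3. For the differences between experiments it recovered between 97% and 99% of the changed genes, of which there were 200 for each difference from 4F1% and 391 for 4F5% minus 4F3%. All simulated changes were well above the size limit of 1, the noise was the same for every gene, and no strip of dim Cy5 was simulated. Recovery of changed genes in 4F1% was not simulated. The recovery therefore does not carry over to genes near the size limit or with a large SD between cultures. The simulated fold changes came out at 0.938 and 0.946 of the true log2 values for 4F3% and 4F5% (medians).

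Whether equal replicate numbers pair the arrays of different experiments was checked by correlating, across genes, the deviations from the experiment's mean. For 9 pairs of arrays with the same number the correlation lay between 0.342 and 0.594, and it was at most -0.065 for different numbers, so the numbers pair the arrays. The text does not name what they share. The fit with the replicate number as a block was run as an alternative. It also kept the largest p over all partners of the dye swaps, including partners that differ between experiments. Against the control it leaves out the control cultures' own spread.

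The alternatives were no background correction, a normexp offset of 0, the software's processed signals, median centring in place of loess, the authors' log2 ratios, a dye term, the 4 arrays as 4 replicates, a single fit over 12 arrays without and with the replicate block, the mean over probes, only probes well above background, an unadjusted p, a limit on the mean with no p, and each array left out in turn. Leaving out an array other than the dye swap left fewer than 3 cultures in some of the fits, of which the largest p was kept. Leaving out the dye swap left 3 cultures and a single fit. Added after seeing the data were leaving out the edge strip of the 4F1% arrays, leaving it out together with the mean over probes, and the authors' log2 ratios with a limit of 1 on the mean. Rows in an unbroken run from the edge belonged to the strip where more than 5% of their spots had a centred log2 ratio of Cy5 to Cy3 below -2.5. Growth, oxygen uptake and metabolite measurements of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and sample tables were read with jsonlite 2.0.0.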

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

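Among the tests given here, those of dye bias, slide, shared control cultures, loess normalization and lower fumarate for the 4F5% genes, of shared control cultures and slide for single genes outside the paper's discussion, of lower fumarate for the genes higher in both 4F1% and 4F3%, and of the 9 genes above 0 in all 3 experiments, were chosen only after the result was seen, as was leaving out the edge strip of the 4F1% arrays.

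Array numbers are the replicate numbers, and array 4 is the dye swap. An array far from the other 3 of its experiment was found for 8 of 168 gene and list values, where chance gives about 1 in 20, or 8.4. Of these arrays, 5 were array 2, 3 were array 4, and 0 were array 1 or 3. Array 4 repeats the RNA of one of the others, so the 4 arrays are not independent. On array 2, the log2 ratio of GSU1641 in 4F5% was -1.23 (other arrays 1.43 to 1.95), that of GSU1640 in 4F3% -0.44 (0.86 to 0.94), that of GSU3409 in 4F3% 0.57 (1.67 to 1.83), that of GSU1835 in 4F1% -0.45 (-0.23 to -0.20) and that of GSU2030 in 4F5% -1.12 (-1.62 to -1.59). In 5 of these 5 values the control channel of array 2 departed from arrays 1 and 3 by more than the channel of the microaerobic culture. GSU1641 was lower on array 2 in every experiment. There its control channel was higher by 2.44 on the log2 scale (mean of the 3 experiments, range 2.31 to 2.56), while the channel of the microaerobic culture differed by 0.11 (-0.35 to 0.52), which argues against little GSU1641 RNA in the microaerobic cultures. A single failed probe is argued against as well, since array 2 was the lowest of arrays 1 to 3 in 12 of 12 combinations of probe and experiment. These values are consistent with a 40F0% control culture with much GSU1641 RNA that was shared by the arrays numbered 2. Across all genes, the control channels of arrays with the same number deviated together, with a median correlation of 0.378 over 9 pairs (0.257 to 0.571), against 0.089 (-0.011 to 0.211) for the channels of the microaerobic cultures. Genes are not independent of each other. Why a control culture would differ was not tested, and the design gives no biological explanation that could be tested, since all control cultures had the same condition.

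On the dye-swap array 4, GSU2032 in 4F1% was 0.87 (other arrays 1.18 to 1.24), GSU0036 in 4F3% was -0.023 (0.14 to 0.16), and the median of the glycolysis/gluconeogenesis list in 4F3% was 0.0011 (-0.042 to -0.037). Of the 2 values of 4F1% with an array far from the others, 1 (GSU2032) was no longer so with the edge strip of low Cy5 signal left out. With 2 values, this strip and chance cannot be told apart. For the 2 values of 4F3%, chance and the exchange of the dyes stay open. No biological explanation was tested, since array 4 repeats a culture.

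The experiments differed from each other in 7 genes between 4F3% and 4F1%, in 1329 between 4F5% and 4F1% and in 1403 between 4F5% and 4F3%, by limma's test of the difference itself. All 11 genes of GSU2029 to GSU2039 were among those lower in 4F5% than in 4F1%. The 6 cultures of 2 experiments can be split in 10 ways, of which 1, the real split, gave as many genes in each of the 3 differences. For a single experiment, 1 of 4 sign patterns of its 3 cultures gave as many genes, the real one. These are too few splits to exclude chance. Among the splits, 4 part all 3 pairs of equal replicate number, and 1 of these, the real one, gave as many genes, while the other splits gave at most 0. The 7 genes between 4F3% and 4F1% depend on the arrays used, since the number was 0 without replicate 1, 2 or 3 (37, 57 and 18 genes at an unadjusted p below 0.05, limma) and 76 without replicate 4. Without replicate 1, 2 or 3 some of the fits held fewer cultures, so lost power may play a part. All 4F3% arrays were on one slide and those of 4F1% and 4F5% on the other, so that for differences from 4F3% the slide and the experiment cannot be told apart.

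For the 1470 genes of 4F5%, 4 technical explanations were tested. With dye bias, genes would take the opposite sign on the dye-swap array, which 0 of the 1470 did. The test that called them includes this array and works against such genes, so this value cannot decide. With a dye term in the fit, 1401 of the 1470 were still called. With an effect of the slide, 4F1% on the same slide would move along, but its median change in the direction of the 4F5% change was 0.21, against 1.75 in 4F5%. With shared control cultures as the cause, 4F3% would move along, and its median change in that direction was 0.060. Without loess, with arrays centred on their median, 1366 of the genes were called with the same sign and 0 with the opposite sign. Apart from the sign on the dye-swap array, each of these values argues against that explanation for the genes as a set. The splits of the cultures are too few to exclude chance. In 100 draws of simulated data with no change of any gene, at most 1 gene was called. The simulation assumed normal noise with the SD between arrays, which limits what this value shows. On 4 of 4 arrays, 1469 of the 1470 genes had the same sign. A response of the cultures may underlie the change, as a hypothesis found and tested on the same data. The lower supply of fumarate, as the whole cause, is argued against by the medians of 0.21 in 4F1% and 0.060 in 4F3%. Both were given the same fumarate concentration as 4F5%. Fumarate left at sampling was not analysed here. Whether the oxygen concentration, the growth of the cultures or the time of sampling lies behind the change stays open. This was not tested, because these differ together from 40F0%.

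Genes that the paper does not discuss also changed. The 3 with the largest increase in 4F1% were GSU3410 (log2 fold change 4.15 ± 0.65, adjusted p 0.00927), GSU0919 (4.08 ± 0.63, adjusted p 0.00927) and GSU3409 (3.29 ± 0.52, adjusted p 0.0102), and among the lower genes were GSU0255, a sensor histidine kinase (-2.11 ± 0.47, adjusted p 0.0187), and GSU0274 (-1.81 ± 0.50, adjusted p 0.0309). Errors are SD with n = 3 and all were changed in the same direction on 4 of 4 arrays. Leaving out an array changed their calls. Without replicate 1, 2 or 3 fewer than 3 cultures were left in some of the fits. Lost power and dependence on an array cannot be told apart there. Without replicate 1 the adjusted p was 0.0620 for GSU3410, GSU0919 and GSU3409 and 0.151 for GSU0255 and GSU0274. Without replicate 3 it was 0.0750 for GSU3409 and 0.0748 for GSU0255 and GSU0274, and without replicate 2 it was 0.0686 for GSU0255 and 0.0918 for GSU0274. With the mean over probes it was 0.0538 for GSU3410, GSU0919 and GSU3409, 0.111 for GSU0255 and 0.132 for GSU0274. With only probes well above background GSU0255 was -0.81 and not called. With the edge strip left out, the 5 genes were called.

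In 4F3%, the genes outside the paper's discussion were GSU2936 (2.14 ± 0.04, adjusted p 2.99e-05), GSU2938 (2.12 ± 0.19, adjusted p 6.61e-05) and GSU1945 (2.02 ± 0.17, adjusted p 6.48e-05) among the higher genes, and GSU0255 (-1.88 ± 0.30, adjusted p 3.69e-04), GSU3530 (-1.17 ± 0.46, adjusted p 0.00882) and GSU1412 (-1.02 ± 0.23, adjusted p 0.00247) among the lower ones, each with the same sign on 4 of 4 arrays. GSU3530 was -0.96 without replicate 2 and had an adjusted p of 0.0741 without replicate 3, and GSU1412 was -0.91 without replicate 2 and -0.97 without replicate 3, so that neither was called there. Neither was called with no background correction or with the authors' log2 ratios, nor was GSU3530 with a dye term or GSU1412 with median centring or with the 4 arrays as 4 replicates. In 4F5%, the largest increases were those of GSU3270 (4.79 ± 0.44, adjusted p 1.65e-09), GSU0216 (4.66 ± 0.11, adjusted p 5.26e-10) and GSU2822 (4.50 ± 0.44, adjusted p 5.74e-10), also on 4 of 4 arrays. GSU3270 was not well above background in either channel in 4F1% and 4F3%. In 4F5%, GSU0255 was not well above background in the microaerobic cultures and was at least 3.98-fold lower. Control cultures shared by the experiments would change a gene alike in all 3. Of the 13 genes named so far as outside the paper's discussion, 11 had a called difference in limma between experiments in which they were well above background, which argues against such control cultures as the whole cause for these 11. Of the 11, with no background correction or with the authors' log2 ratios 9 had one (without GSU3530 and GSU1412), with median centring 10 (without GSU1412) and without replicate 1 also 10 (without GSU3530), and it was 11 under the other alternatives. For GSU0216, 4F5% minus 4F1%, both on one slide, was 3.54 (adjusted p 7.40e-06), which argues against the slide as well. GSU2822 was not well above background in the microaerobic cultures of 4F1%, so that the slide stays open for it, and for GSU3270 the slide and the control cultures stay open. For the 6 genes of 4F3%, the slide is argued against, since 6 had the same sign in 4F1% on the other slide (5 called). GSU0255 has only a bound in 4F5%, and 4F3% minus 4F1% was 0.23 (adjusted p 0.893), so for GSU0255 a response of the cultures and control cultures with much of its RNA cannot be told apart.

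Of the genes above, GSU2936, GSU2938, GSU1945, GSU3410, GSU0919 and GSU3409 belong to 16 genes called higher in both 4F1% and 4F3%. Without replicate 1 limma gave 0 genes in 4F1% (146 at an unadjusted p), and without replicate 3 GSU3409 and GSU3410 were not called in 4F3% (adjusted p 0.0957 and 0.0503). Control cultures with little RNA of a gene, if shared, would raise it in 4F5% as well. This is argued against for 7 of the 16, among them GSU2936, GSU2938 and GSU1945, which were below 0 in 4F5% (6 called lower), although GSU2938 moved from -1.47 to 0.16 there with median centring in place of loess. The other 6 stayed below 0 in 4F5% under each alternative. The lower supply of fumarate, as the whole cause, is argued against by the same 7, since 4F5% was given the same fumarate concentration. Fumarate left at sampling was not analysed here. The paper reports it nearly gone in 4F1% at about 20 h, when 4F1% was sampled. Less fumarate at sampling than in 4F5% therefore stays open for these 7. A response to oxygen at 1% and 3% may underlie these 7, as a hypothesis, with growth, time of sampling and fumarate at sampling untested. The other 9, among them GSU3410, GSU0919 and GSU3409, were above 0 in 4F5% as well (6 called higher). Of these 9, 8 had a called difference between experiments, among them GSU3410 (4F5% minus 4F1% -2.02, adjusted p 0.00338), GSU0919 (-3.01, adjusted p 6.44e-05) and GSU3409 (-1.67, adjusted p 0.00254). Control cultures with little RNA, or the lower supply of fumarate, would raise them alike. For these 8 each is therefore argued against as the whole cause, and a part in the increase stays open. Fumarate left at sampling stays open for them as well. Without replicate 1 the number with a called difference was 7 (without GSU3489), and it was 9 with median centring and 8 under the other alternatives. Which difference is called depends on the normalization for GSU3410 and GSU3409, whose 4F5% minus 4F1% was 0.18 and 0.16 and not called with median centring, while 4F5% minus 4F3% was 2.29 and 1.97 and called there. GSU2811, chosen after its values were seen, differed between experiments by at most 0.27, so for GSU2811 a response of the cultures and control cultures with little RNA cannot be told apart.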

How the results depend on the processing

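The edge strip of the 4F1% arrays left out, this strip left out together with the mean over probes, and the authors' log2 ratios with a limit of 1 on the mean were tests chosen only after the result was seen, and the others were planned.

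The number of differentially expressed genes was within 1.5 times the reported one under 9 of 19 alternatives in 4F1%, 17 of 19 in 4F3% and 18 of 19 in 4F5%, and under 3 of 15 for 4F3% minus 4F1%, 15 of 15 for 4F5% minus 4F1% and 15 of 15 for 4F5% minus 4F3%. Where a value moved, the cause was not tested unless stated. For the 96 named genes, 4414 of 4603 values under an alternative stayed on their side of the thresholds, of which 116 changed sign without being called under either setting, 124 were no longer called, 63 were newly called and 2 changed sign while called under one of the settings. The median of all genes moved by 0.12 in 4F5% with only probes well above background, where 3060 genes were left, and by at most 0.1 under the other alternatives.

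With no background correction, 4F5% had 977 genes in place of 1470, and the medians in 4F5% were -0.66 for GSU2029 to GSU2039, -0.88 for GSU1491 to GSU1497 (2 called in place of 5), -2.88 for ATP synthase, -3.81 for NADH dehydrogenase, -0.27 for cytochrome c oxidase and -0.47 for glycolysis/gluconeogenesis. With the software's processed signals, 4F1% had 262 genes in place of 109, 4F3% 42 in place of 24 and 4F3% minus 4F1% 0 in place of 7 (100 at an unadjusted p, limma). ATP synthase and NADH dehydrogenase each had 1 gene called in 4F1% in place of 0, and the medians in 4F5% were -2.43 for GSU1491 to GSU1497, -4.47 for NADH dehydrogenase, -0.65 for cytochrome c oxidase and -1.55 for glycolysis/gluconeogenesis. With a normexp offset of 0, 4F3% minus 4F1% had 0 genes (69 at an unadjusted p, limma), 5 of the genes GSU2029 to GSU2039 were called in 4F1% in place of 9, 0 of the glycolysis/gluconeogenesis list in place of 1 (1 at an unadjusted p), and the median of GSU1491 to GSU1497 in 4F5% was -1.72.

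With median centring in place of loess, the sign of 2 genes in 4F5% was reversed, GSU1640 to 1.11, which was called, from -0.79, which was not, and GSU2938 to 0.16, which was not called, from -1.47, which was. The medians in 4F5% were -1.88 for GSU1491 to GSU1497, -2.75 for ATP synthase, -3.77 for NADH dehydrogenase, -0.74 for cytochrome c oxidase (1 gene called, GSU0220, in place of 0) and -2.47 for the TCA cycle. In 4F3% they were -0.25 for ATP synthase, -0.32 for NADH dehydrogenase, -0.31 for the TCA cycle and -0.10 for glycolysis/gluconeogenesis, and in 4F1% -0.26 for the TCA cycle. In 4F1%, 1 gene of NADH dehydrogenase and 2 of glycolysis/gluconeogenesis were called, and the correlation of 4F3% with 4F5% was 0.287 in place of 0.158. With the authors' log2 ratios, the medians in 4F5% were -0.98 for GSU1491 to GSU1497 (3 called), -2.89 for ATP synthase, -3.89 for NADH dehydrogenase and -0.56 for glycolysis/gluconeogenesis, and 2 genes of NADH dehydrogenase were called in 4F1%.

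With a dye term, 4F3% had 11 genes and 4F3% minus 4F1% 0 (60 at an unadjusted p, limma), 2 genes each of NADH dehydrogenase and glycolysis/gluconeogenesis were called in 4F1%, and the glycolysis/gluconeogenesis median in 4F3% was -0.065. With the 4 arrays as 4 replicates, 4F3% minus 4F1% had 31 genes, 1 of them in GSU2029 to GSU2039, and in 4F1% 1 gene of ATP synthase and 2 of NADH dehydrogenase were called. This counts the dye swap as a further culture. A single fit over 12 arrays gave 174 genes in 4F1% and 2 called in NADH dehydrogenase, and with the replicate block 177 and 2, with 11 genes for 4F3% minus 4F1%. The block also called GSU1641 in 4F1% and 4F3%, and both fits called GSU0216 in 4F1%. The 2 genes of NADH dehydrogenase were GSU0344 and GSU0349 in both. No other call of a named gene against 40F0% changed with the block. Of the differences between experiments, it newly called those of GSU1239 and GSU2039 for 4F5% minus 4F3%, GSU1640 for 4F5% minus 4F1%, and GSU3409 and GSU3410 for 4F3% minus 4F1%. With the mean over probes, 4F1% had 0 genes (214 at an unadjusted p, limma) and 4F3% minus 4F1% 0 (109), 0 of GSU2029 to GSU2039 (8) and 0 of glycolysis/gluconeogenesis (1) were called in 4F1%, and the cytochrome c oxidase median there was 0.91 in place of 0.49.

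With only probes well above background, 4F3% minus 4F1% had 11 genes, 1 gene of ATP synthase and 2 of NADH dehydrogenase were called in 4F1%, and the cytochrome c oxidase median in 4F5% was -0.085 (1 called, GSU0222). An unadjusted p gave 164 genes in 4F1% and the limit on the mean with no p 184, since both drop a criterion. With the edge strip left out, 4F3% minus 4F1% had 14 genes, and 1 gene of ATP synthase and 2 of NADH dehydrogenase were called in 4F1%. The gene of ATP synthase called in these settings was GSU0114.

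With 1 replicate array left out in turn, the number of genes in 4F1% ranged from 0 to 216. It was 0 without replicate 1 (146 at an unadjusted p, limma), 7 without replicate 2, 16 without replicate 3 and 216 without replicate 4. Without replicate 1, 2 or 3 some of the fits held fewer cultures than without replicate 4. The ranges were 18 to 27 genes for 4F3% and 1445 to 1476 for 4F5%, and 0 to 76 for 4F3% minus 4F1%, with 0 without replicate 1, 2 or 3 (37, 57 and 18 at an unadjusted p, limma). In 4F1%, 0 to 9 of GSU2029 to GSU2039, 0 to 3 of NADH dehydrogenase and 0 to 1 of glycolysis/gluconeogenesis were called. For 4F3% minus 4F1%, 0 to 1 of GSU2029 to GSU2039 were called, and the glycolysis/gluconeogenesis median in 4F3% was -0.064 to -0.0094.

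Slide as a block was not run, since the arrays of 4F3% were on one slide and those of the other experiments on the other. It would leave 4F5% minus 4F1% unchanged by construction. Signal over background limits the genes with weak signals. In 4F1%, 65.5% to 69.3% of the spots were well above background in Cy5. For GSU0255 and GSU1495 in 4F5% there was a bound in place of a fold change, at least 3.98-fold and at least 3.54-fold lower. GSU2068 in 4F5% and GSU2822 in 4F1% had bounds below the size limit, at least 1.73-fold and at least 1.05-fold lower.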

Differences from the paper's values

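The authors' log2 ratios with a limit of 1 on the mean were a test chosen only after the result was seen. A log2 value counts as different here when it lies further from the paper's than the SD between cultures or has the other sign, a fold change when it also is more than 1.5 times the paper's or less by that factor, and a number of genes by this factor alone. Of the 84 log2 fold changes of Table 1, 17 differ from the values obtained here, 2 in 4F1%, 3 in 4F3% and 12 in 4F5%. Across the 84 values, Pearson's r with the paper's was 0.991. Among the alternatives set before the data were examined, 7 values differ with no background correction, 5 with the authors' log2 ratios and 39 with median centring.

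In 4F5%, these values differ from the paper's in the reported analysis and do not with no background correction or with the authors' log2 ratios, while they differ under the others. GSU0220 had -0.69 (the paper's value -0.42), GSU2029 -1.70 (the paper's -1.33), GSU2030 -1.47 (the paper's -1.11), GSU2031 -1.28 (the paper's -0.84), GSU2034 -0.64 (the paper's -0.5), GSU2037 -1.64 (the paper's -1.22), GSU1835 1.48 (the paper's 1.14), GSU2828 1.53 (the paper's 1.14) and GSU0078 1.74 (the paper's 1.31). GSU2036 had -2.24 (the paper's -1.59) and does not differ with no background correction alone, GSU0036 had 2.82 (the paper's 2.2) and does not differ with the authors' log2 ratios alone, and GSU3294 had 0.24 (the paper's 0.07) and differs under each of the alternatives set before the data were examined.

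In 4F1%, GSU2031 had 0.94 (the paper's 0.87), which does not differ with no background correction, the authors' log2 ratios or the mean over probes and differs under the others. GSU3356 had 0.078 there (the paper's -0.04), which does not differ with the mean over probes or without replicate 3 and differs under the others. In 4F3%, GSU0720 had 0.16 (the paper's 0.32), which does not differ with a dye term and differs under the others. GSU2034 had 0.77 there (the paper's 0.69), which does not differ with no background correction, median centring, the authors' log2 ratios, a dye term, the mean over probes, or without replicate 1 or 3, and differs under the others. GSU2828 had 0.43 (the paper's 0.27), which does not differ with no background correction, the authors' log2 ratios, or without replicate 2 or 4, and differs under the others. By the wider limit for fold changes, that of GSU0036 in 4F5% of 7.05 (the paper's text gives 4.6) does not differ with no background correction, median centring, the authors' log2 ratios, a dye term or without replicate 3 and differs under the others.

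The numbers of genes in the text differ as well. The paper states them with a limit on the mean and no p, while those here also need an adjusted p below 0.05. In 4F1%, 73 genes were higher (the paper's number is 19), which does not differ without replicate 3 and differs under the others, and 36 were lower (the paper's 1), which differs under each of the alternatives set before the data were examined. In 4F3%, 20 genes were higher (the paper's 85) and 4 lower (the paper's 33), and both differ under each of the alternatives set before the data were examined. In 4F5%, 758 genes were lower (the paper's 483), which does not differ with no background correction, the authors' log2 ratios or only probes well above background and differs under the others. With the authors' log2 ratios and a limit of 1 on the mean, chosen after seeing the values, 483 genes were lower and 558 higher in 4F5%. By this rule 85 were higher and 33 lower in 4F1%, and 18 and 1 in 4F3%. For 4F1% and 4F3% these are at or near the paper's numbers for the other experiment.

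The paper lists GSU1641 as upregulated in 4F1% and 4F3%, and marks its value in 4F1% as having a p above 0.05. Here it was not differentially expressed in either (adjusted p 0.144 and 0.0915), and it was with the replicate block in both (adjusted p 0.0174 and 0.0397), with the 4 arrays as 4 replicates in 4F3% (adjusted p 0.0376) and without replicate 2 in 4F3% (adjusted p 0.00304). The paper gives 11 type IV pilus genes as upregulated in 4F1%, and 9 of the 11 were differentially expressed here, 11 with median centring, 10 with the software's processed signals and 0 without replicate 1, 2 or 3 (7, 9 and 9 at an unadjusted p, limma). The paper has these genes back at anaerobic levels in 4F3%. The median log2 fold change there was 0.71, and the adjusted p of the 11 genes lay between 0.00202 and 0.0367. Each had a size below 1 and was above 0 on 4 of 4 arrays. With a dye term in the limma fit, the lowest adjusted p of the 11 was 0.0701.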

Other observations

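Among the tests given here, those of genes changed in the 4F1% cultures as the reason for the edge strip, of the strip as the reason for the genes called in 4F1%, and both tests of the numbers of genes in the text were chosen only after the result was seen, and leaving out the strip was chosen after seeing the data.

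Spots in a strip at one edge of the 4F1% arrays had low Cy5 signal. For 1121 pairs of spots of the same probe, 1 in the strip and 1 outside, the median log2 Cy5 signal was lower in the strip, with a difference of -2.69, and that of Cy3 differed by 0.0012. On the dye-swap array the median centred log2 ratio of Cy5 to Cy3 in the strip was -2.59, although the microaerobic RNA carried Cy5 there, which argues against genes that changed in the cultures. The values are consistent with a loss of Cy5 signal over a strip of the arrays. What led to it was not tested. In 4F1%, 125 genes differed by more than 2 between the dye-swap array and the other 3 arrays, against 1 in 4F3% and 0 in 4F5%, and with the strip left out 0 did. The strip is argued against as the reason for the genes called in 4F1%, since 103 of the 109 were still called with the strip left out, among 144 in all, of which 41 were not called before. The same holds for the type IV pili genes GSU2029 to GSU2039, whose median without the strip was 1.55 with 9 genes called. With the mean over probes limma gave 0 genes in 4F1% (214 at an unadjusted p), and with the strip left out as well it gave 145, which is consistent with the strip as the reason for the missing calls there.

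GSU1239 was lower on arrays 1 and 4 than on arrays 2 and 3 in each of the 3 experiments. The control channel was higher on arrays 1 and 4 by a mean of 1.37 on the log2 scale (1.11 to 1.51 over the experiments), and the channel of the microaerobic cultures differed by -1.59 to -0.11. Both channels contribute, so control cultures with different amounts of GSU1239 RNA and differences between the microaerobic cultures cannot be told apart. Array 4 repeats the RNA of another array, so arrays 1 and 4 may also be the same cultures. A single gene does not settle this. No biological explanation was tested, since cultures of an experiment share their condition.

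The text's numbers of genes for 4F1% and 4F3% are far from those obtained here. An exchange of the deposited 4F1% and 4F3% arrays is argued against, since the mean log2 values of S1 Table correlated across genes with those of the 4F1% arrays with r of 0.9999 and with those of the 4F3% arrays with r of 0.749. By the authors' log2 ratios, 85 genes had a mean of at least 1 in 4F1% and 18 in 4F3%, and 33 and 1 had a mean of -1 or less. The paper's numbers of higher genes are 19 for 4F1% and 85 for 4F3%, and those of lower genes 1 and 33. These values are consistent with numbers given in the order 4F3%, 4F1% and 4F5%, as a hypothesis found in the same values.

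Across 3403 genes, the log2 fold changes of 4F1% and 4F3% correlated with Pearson's r of 0.758 (Spearman's rho 0.744), those of 4F1% and 4F5% with 0.351 (0.371) and those of 4F3% and 4F5% with 0.158 (0.213). Genes are not independent of each other. Data were simulated with normal noise, control cultures shared between experiments and no change of any gene. In these data r had a median of 0.494 over 100 draws (0.396 to 0.595), at most 1 gene was called and the overlap was at most 0. Only the r of 4F1% and 4F3% lies above this range. Of the genes called, 4F1% and 4F3% shared 19 (16 higher and 3 lower in both), 4F1% and 4F5% shared 83 (33 higher and 31 lower in both, 19 in opposite directions), 4F3% and 4F5% shared 15 (8 higher and 1 lower in both, 6 in opposite directions), and 13 were called in all 3, of which 7 in the same direction.

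The paper's text does not discuss GSU1491 to GSU1497 in 4F5%, and S3 Table lists their values. Their median log2 fold change was -1.49 ± 0.16 (SD, n = 3 cultures), and 5 of the 7 were differentially expressed at lower levels. GSU1497 had -6.20 ± 0.27 (73.3-fold lower, limma, adjusted p 2.00e-10) and GSU1496 had -5.60 ± 0.13 (48.4-fold lower, adjusted p 2.00e-10), each lower on 4 of 4 arrays. In 4F3% the median of the 7 genes was 0.14 ± 0.14, with 0 called by limma and 0 at an unadjusted p. For the cytochrome c oxidase genes GSU0219 to GSU0222, the difference between 4F5% and 4F1% had a median of -0.87, and 2 of the 4 genes were lower by more than 1, GSU0220 with -1.22 (adjusted p 1.16e-04) and GSU0222 with -1.07 (adjusted p 1.27e-04). These were named after their values were seen. With no background correction, 0 of the 4 cytochrome c oxidase differences passed in limma, and 0 at an unadjusted p. The same holds with the authors' log2 ratios.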
